# Examining the Genetic Background of Porcine Muscle Growth and Development Based on Transcriptome and miRNAome Data

**DOI:** 10.3390/ijms19041208

**Published:** 2018-04-16

**Authors:** Katarzyna Ropka-Molik, Klaudia Pawlina-Tyszko, Kacper Żukowski, Katarzyna Piórkowska, Grzegorz Żak, Artur Gurgul, Natalia Derebecka, Joanna Wesoły

**Keywords:** RNA-seq, miRNA, pig, next-generation sequencing (NGS), transcript analysis, muscle

## Abstract

Recently, selection in pigs has been focused on improving the lean meat content in carcasses; this focus has been most evident in breeds constituting a paternal component in breeding. Such sire-breeds are used to improve the meat quantity of cross-breed pig lines. However, even in one breed, a significant variation in the meatiness level can be observed. In the present study, the comprehensive analysis of genes and microRNA expression profiles in porcine muscle tissue was applied to identify the genetic background of meat content. The comparison was performed between whole gene expression and miRNA profiles of muscle tissue collected from two sire-line pig breeds (Pietrain, Hampshire). The RNA-seq approach allowed the identification of 627 and 416 differentially expressed genes (DEGs) between pig groups differing in terms of loin weight between Pietrain and Hampshire breeds, respectively. The comparison of miRNA profiles showed differential expression of 57 microRNAs for Hampshire and 34 miRNAs for Pietrain pigs. Next, 43 genes and 18 miRNAs were selected as differentially expressed in both breeds and potentially related to muscle development. According to Gene Ontology analysis, identified DEGs and microRNAs were involved in the regulation of the cell cycle, fatty acid biosynthesis and regulation of the actin cytoskeleton. The most deregulated pathways dependent on muscle mass were the Hippo signalling pathway connected with the TGF-β signalling pathway and controlling organ size via the regulation of ubiquitin-mediated proteolysis, cell proliferation and apoptosis. The identified target genes were also involved in pathways such as the FoxO signalling pathway, signalling pathways regulating pluripotency of stem cells and the PI3K-Akt signalling pathway. The obtained results indicate molecular mechanisms controlling porcine muscle growth and development. Identified genes (*SOX2*, *SIRT1*, *KLF4*, *PAX6* and genes belonging to the transforming growth factor beta superfamily) could be considered candidate genes for determining muscle mass in pigs.

## 1. Introduction

In pigs, as one of the major domesticated meat animals, processes regulating muscle growth and development have been widely investigated. However, despite numerous studies focused on the regulation of skeletal muscle growth and performed on various breeds, the obtained findings did not provide a clear view of the process. The next-generation sequencing (NGS) technology provides new possibilities for gene expression measurements and can be helpful to identify the genetic background of phenotypic traits [1].

In pigs, the analysis of global gene expression profiles using NGS technology in semimembranosus and longissimus dorsi muscles indicated genes potentially related to muscle growth [2,3]. Furthermore, the global gene expression profile was also analysed in terms of porcine meat quality [4]. Authors compared muscle transcriptomes of three pig breeds (Pietrain, Polish Landrace, and Pulawska pig) characterized by different production traits and selected genes potentially being under long-term selection focusing on improving the meat content in carcasses. Other studies confirmed the significant role of miRNAs in skeletal muscle growth and development as well as muscle disorders (atrophies and myopathies) [5,6,7]. The comparison of miRNA profiles between prenatal and postnatal ontogenesis periods allowed us to detect miRNAs and their muscle-specific targets associated with muscle development [8]. Tang et al. [9], performing a comprehensive analysis of miRNA-mRNA profiles in muscle tissue of local pig breeds, indicated the set of genes and miRNAs critical to prenatal skeletal muscle development.

A broad range of miRNA effects on gene expression and the translation process indicate the necessity of a comprehensive analysis of global gene and miRNA expression profiles. Such an approach will allow the detection of mechanisms responsible for gene expression regulation in the processes of muscle growth and development. The aim of the present research was to comprehensively identify genes and miRNAs potentially related to muscle growth in pig species. The RNA-seq method was applied to compare whole gene expression and miRNA profiles of muscle tissue collected from two sire-line pig breeds, which are characterized by high muscularity but differ in terms of this feature within each breed.

## 2. Results

### 2.1. Transcriptome Analysis—Differentially Expressed Genes (DEGs)

According to the RNA sequencing data, an average of 17.5 M reads per sample were obtained. 

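The libraries came from longissimus lumborum muscle of 13 pigs, each sequenced as its own sample. In Hampshire, 3 pigs with high and 3 with low loin weight were compared, and in Pietrain, 4 pigs with high and 3 with low loin weight. Table 7 of the paper gives 3 Pietrain pigs with high loin weight and its text does not name them, so all 4 pigs of the sample labels entered the comparisons. The authors aligned the reads to the Sscrofa10.2 assembly and deposited the number of reads counted on each of 25322 Ensembl genes, without normalization. The paper refers to an earlier article for the details of the pipeline. The total number of counted reads per pig ranged from 13530751 to 15950930 (median 15594489) in Hampshire pigs with high loin weight. It ranged from 13188257 to 19654436 (median 17928148) in Hampshire pigs with low loin weight. In Pietrain it ranged from 12833982 to 20134612 (median 13327462) in the high group and from 11312755 to 14941401 (median 14055410) in the low group. Pigs of the same group differed by more than the sampling noise in all 15 pairs, so every pig was counted as a separate replicate. Each breed was tested on its own with edgeR's quasi-likelihood test after TMM normalization, over the genes kept by edgeR's expression filter. Values per pig are TMM-normalized CPM, the counts scaled to library size. A gene was called differentially expressed (DEG) at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 1.2. Log2 fold changes are given for high against low loin weight throughout. With these numbers of pigs, an exact permutation test on both sides cannot give a p-value below 0.1 in Hampshire or below 0.0286 in Pietrain.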

On average, 98.3% of all sequences passed quality control (QC), of which 75% (12.6 M) mapped to the reference genome. Additionally, 74% of reads were mapped to exons, 18% to intronic regions and 8% to intergenic regions.

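In Hampshire, 12228 genes were tested and 3256 were DEGs, of which 1468 were higher and 1788 lower in the pigs with high loin weight. In Pietrain, 12065 genes were tested and 0 were DEGs, the smallest adjusted p-value being 0.939 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p-value under 0.05 there were 5034 genes in Hampshire, where chance alone would give 611, and 398 genes in Pietrain, where it would give 603. The normalized counts of the high and low groups did not overlap for 45.7% of the genes tested in Hampshire, where chance gives 10%. In Pietrain they did not overlap for 4.53% of the genes, where chance gives 5.71%. The number of Hampshire DEGs moved most when low loin weight pig 3 was left out, to 1224 genes. In Pietrain, DESeq2 in place of edgeR gave 1 DEG. Log2 fold changes in Hampshire fell with the length of the gene on the chromosome (Spearman's rho = -0.386 across genes, which are not independent replicates). Their median was 0.42 in the shortest and -0.33 in the longest of 4 groups of genes. After this trend was removed, a step chosen after seeing the data, there were 2374 DEGs. The Hampshire values given here for single genes and gene lists were not corrected for this trend. A test of the difference between the breeds over all 13 pigs found 757 of 12831 genes with an adjusted p-value under 0.05.

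**Figure D1:**
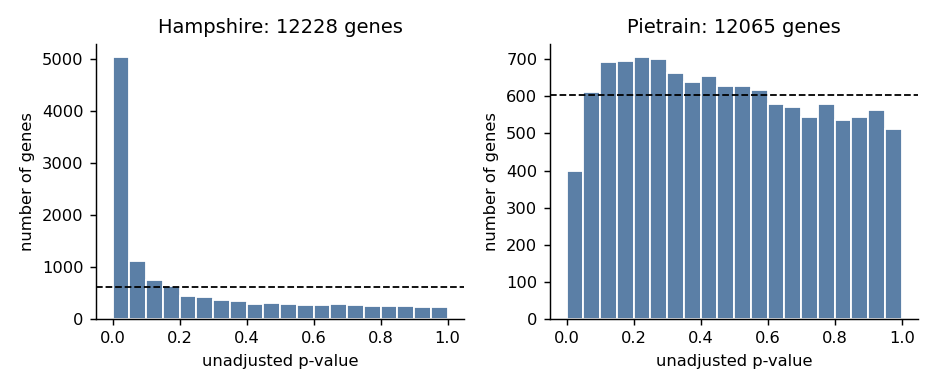
Number of genes by unadjusted p-value (edgeR) in each breed, with the number expected by chance as a dashed line. In Hampshire the first bin holds 5034 genes and in Pietrain 398.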

The RNA-seq approach allowed the identification of 627 and 416 DEGs between the groups with different loin weights (adjusted *p*-value < 0.05; fold change ≤ 1.2) for Pietrain and Hampshire, respectively. Next, the comparison of obtained gene sets showed 43 DE genes identified in both breeds (Table S1). 

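Of the 11605 genes tested in both breeds, 0 were DEGs in both. At an unadjusted p-value under 0.05 in each breed, 162 genes passed in both. When an adjusted p-value was required in Hampshire and only an unadjusted one in Pietrain, a setting chosen after seeing the data, 99 genes passed, 68 of them changed in the same direction and 31 in opposite directions. Chance would give 104 such genes (one-sided Fisher's exact test, p = 0.745). Across the genes tested in both breeds, the log2 fold changes of the breeds had a Pearson correlation of 0.0768 and a Spearman correlation of 0.157, and 57.3% had the same sign. These correlations are across genes, which are not independent replicates. Without Pietrain high loin weight pig 7 the Pearson correlation was -0.0533, and with a filter of at least 10 counts in every pig it was 0.166. The paper intersected the gene sets of both breeds and carried the shared genes forward to its annotation and pathway analyses.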

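For the 43 genes of Table S1, the log2 fold change was above 0 in both breeds for 25 genes, below 0 in both for 14 and opposite for 4. The 4 opposite genes, ENSSSCG00000029147, BBS2, CNRIP1 and ATF5, were higher in Hampshire and lower in Pietrain pigs with high loin weight. In Hampshire 31 of the 43 genes were DEGs. In Pietrain 0 genes had an adjusted p-value under 0.05 and 22 had an unadjusted one under 0.05 (edgeR's quasi-likelihood test). Adjusted over the list alone, 34 genes passed in Hampshire and 1 in Pietrain, and because the study chose this list on the same pigs, that count is not independent evidence. The pigs of the high and low groups did not overlap for 30 of the 43 genes in Hampshire and for 18 in Pietrain.

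**Figure D2:**
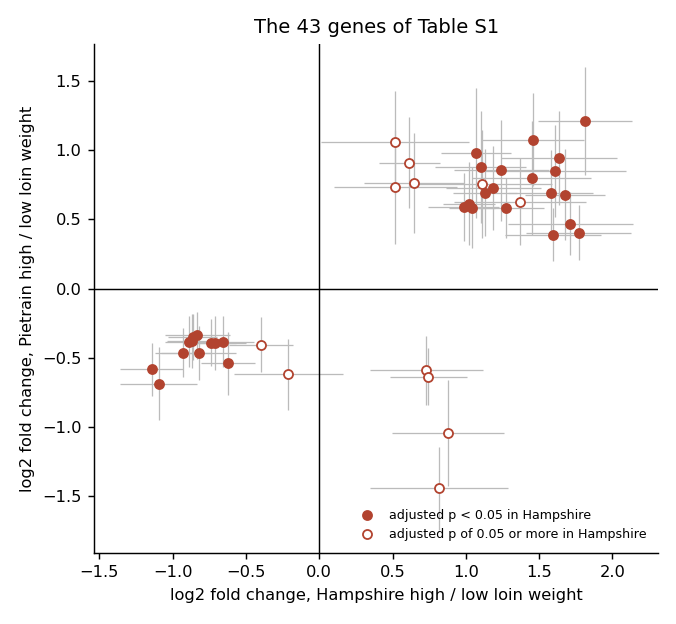
Log2 fold change of the 43 genes of Table S1 in Hampshire (horizontal axis) and Pietrain (vertical axis), high against low loin weight, with standard errors as bars. The 25 genes at the upper right were higher in both breeds, the 14 at the lower left lower in both, and the 4 at the lower right opposite.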

The up-regulated (30 genes) and down-regulated (13 genes) genes in muscles of pigs with higher muscle mass are presented in Figure 1 and Figure 2, respectively. Gene Ontology analysis showed that the detected genes were involved in the regulation of “metabolic process” (14 genes—*CYP51*, *ATGL*, *TBX2*, *CEBPD*, *RLF*, *JUP*, *RNF19A*); “cellular process” (GO:0009987) (10 genes—*RNF19A*, *UCP3*, *NAA15*, *ATGL*, *PCMT1*, *JUP*) and “developmental process” (GO:0032502) (3 genes—*CEBPD*, *TBX2*, *SETD2*). 

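Among the genes named for these terms, CEBPD (ENSSSCG00000006276) had a log2 fold change of 1.68 (standard error 0.272, adjusted p = 0.00504, edgeR) in Hampshire and 0.68 (standard error 0.331, adjusted p = 0.939) in Pietrain. ATGL, listed under the symbol PNPLA2 (ENSSSCG00000012841), rose from 51.2 ± 18.6 CPM (SD, n = 3) to 153 ± 32.0 CPM (SD, n = 3) in Hampshire, a log2 fold change of 1.58 with an adjusted p-value of 0.00746. In Pietrain it rose by 0.69 on the log2 scale (standard error 0.307, adjusted p = 0.939). NAA15 and RLF fell in Hampshire, with log2 fold changes of -0.86 and -0.71 and adjusted p-values of 0.00845 and 0.0371. NAA15 and RLF are long genes, and long genes fell in Hampshire as a whole. The adjusted p-value of RLF was above 0.05 in 4 of the 6 fits that each left out a pig, up to 0.118. JUP and PCMT1 did not pass the threshold in Hampshire, with log2 fold changes of 0.65 (adjusted p = 0.185) and -0.40 (adjusted p = 0.202). Without low loin weight pig 2, JUP had a log2 fold change of 1.12 in Hampshire (adjusted p = 0.0306). In Pietrain the log2 fold changes of these 4 genes were -0.35 for NAA15, -0.39 for RLF, 0.77 for JUP and -0.40 for PCMT1, with adjusted p-values of 0.939.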

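RBBP6 (ENSSSCG00000007830, chromosome 3 of Sscrofa10.2 from 22536765 to 22570041) fell from 53.1 ± 6.88 CPM (SD, n = 3) to 28.6 ± 2.23 CPM (SD, n = 3) in Hampshire, a log2 fold change of -0.89 (standard error 0.161, adjusted p = 0.00699, edgeR). In Pietrain its log2 fold change was -0.38 (standard error 0.182, adjusted p = 0.939), and the groups did not overlap in either breed. ATF5 (ENSSSCG00000003201) changed by 0.88 on the log2 scale in Hampshire (standard error 0.383, adjusted p = 0.116; 1.44 and 0.0220 without low loin weight pig 2) and by -1.04 in Pietrain (standard error 0.380, adjusted p = 0.939). The difference between the breeds for ATF5 had an adjusted p-value of 0.0732.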

According to David software, several of the genes were classified as involved in “developmental growth” or “skeletal system development” (*PCOLCE*, *BBS2*, *TBX2*, *RBBP6*, *ATAF5*). The most over-represented DEGs encoded protein classes related to signal transduction, nucleic acid binding and enzyme modulators (Table 1).

In both breeds, in the pigs with higher muscularity, the most up-regulated *UCP3* gene coding for mitochondrial uncoupling protein 3 was primarily expressed in skeletal muscle and regulating the tissue respiratory processes (fold change 2.73 and 1.68 for Hampshire and Pietrain, respectively). On the other hand, genes showing the greatest significant expression decrease in the pigs with higher loin weight (compared to the animals with lower muscle mass) were *MED13* (encoding Mediator Complex Subunit 13; FC = −2.40 and −1.39 for Hp and Pi pigs) and *CYP51* (encoding cytochrome P450 family 51 subfamily A member 1; FC = −2.26 and −1.41 for Hp and Pi pigs) genes.

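UCP3 (ENSSSCG00000014834) lies on chromosome 9 of Sscrofa10.2 from 9166711 to 9179299. In Hampshire it was counted at 243 ± 71.5 CPM (SD, n = 3) in the pigs with high loin weight and 69.3 ± 24.3 CPM (SD, n = 3) in those with low loin weight. The log2 fold change was 1.81 (standard error 0.319, adjusted p = 0.00647 from edgeR's quasi-likelihood test), and it stayed between 1.49 and 1.98 with each pig left out in turn. Every Hampshire pig with high loin weight had more UCP3 than every pig with low loin weight (exact permutation test, p = 0.100). In Pietrain it was counted at 69.4 ± 36.9 CPM (SD, n = 4) against 30.0 ± 2.07 CPM (SD, n = 3), a log2 fold change of 1.21 (standard error 0.391, adjusted p = 0.939). High loin weight pig 1, at 27.5 CPM, lay below all 3 pigs with low loin weight (exact permutation test, p = 0.143). Among the 43 genes of Table S1, UCP3 ranked 1 by log2 fold change among the genes that rose in each breed.

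**Figure D3:**
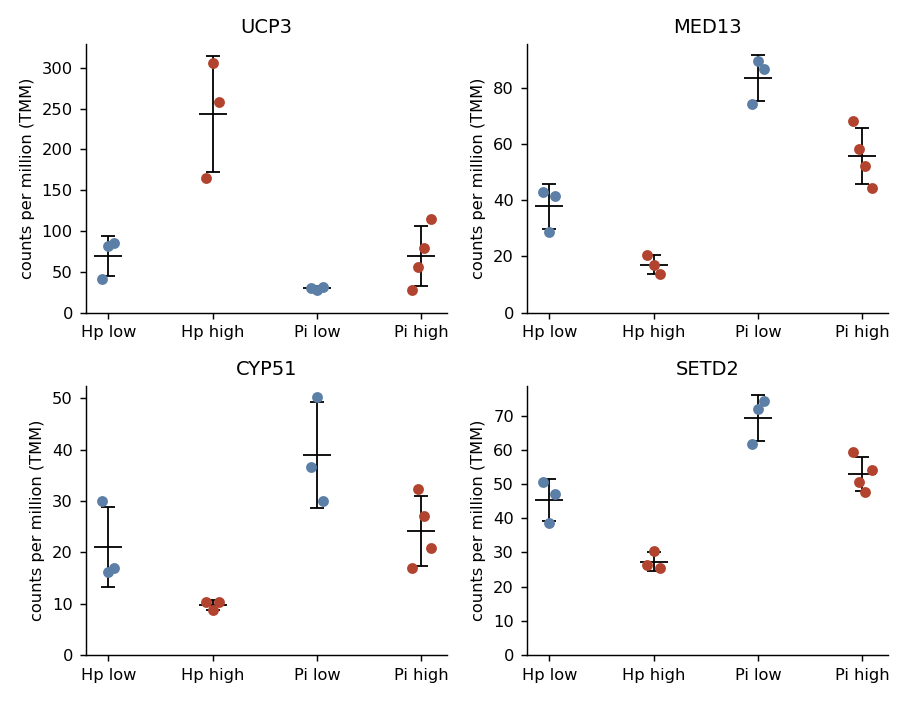
TMM-normalized CPM of UCP3, MED13, CYP51 and SETD2 in each pig (points), with the mean and SD of each group (bars), in Hampshire (Hp) and Pietrain (Pi) pigs with low (blue) and high (red) loin weight. UCP3 was higher, and MED13, CYP51 and SETD2 lower, in the mean of the high group in both breeds.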

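MED13 (ENSSSCG00000017674, chromosome 12 of Sscrofa10.2 from 37741304 to 37752979) fell from 37.8 ± 7.87 CPM (SD, n = 3) in Hampshire pigs with low loin weight to 17.1 ± 3.32 CPM (SD, n = 3) in those with high loin weight. Its log2 fold change was -1.14 (standard error 0.218, adjusted p = 0.00815, edgeR). In Pietrain it fell from 83.5 ± 8.20 CPM (SD, n = 3) to 55.7 ± 10.0 CPM (SD, n = 4), a log2 fold change of -0.58 (standard error 0.192, adjusted p = 0.939), with no overlap between the groups (exact permutation test, p = 0.0571). CYP51, listed as CYP51A1 (ENSSSCG00000015311, chromosome 9 of Sscrofa10.2 from 78792885 to 78814967), fell from 21.0 ± 7.82 CPM (SD, n = 3) to 9.80 ± 0.984 CPM (SD, n = 3) in Hampshire. The log2 fold change was -1.10 (standard error 0.261, adjusted p = 0.0175), and the adjusted p-value rose to 0.0518 without high loin weight pig 9 and to 0.0522 without pig 10. In Pietrain the log2 fold change of CYP51A1 was -0.69 (standard error 0.263, adjusted p = 0.939), and the groups overlapped (exact permutation test, p = 0.114).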

The RNA-seq experiment was submitted to the NCBI Gene Expression Omnibus (GEO) functional genomics data and assigned the GEO accession number GSE107207.

### 2.2. miRNAome Analysis—Differentially Expressed miRNA

As a result of the miRNAome sequencing, between 2.5 M and 7.6 M raw sequences in individual samples were identified. After the filtering, between 2.4 M (94.6%) and 5.8 M (77%) sequences were further mapped to the reference genome.

miRNAome sequencing allowed the detection of 196 known and 149 potentially new microRNAs in both breeds. In the Pietrain samples, 160 known and 59 potentially novel miRNAs were identified, while for the Hampshire pigs, 192 known and 138 potentially new miRNAs were detected. The comparison of miRNA profiles between pig groups with different loin weights showed differential expression of 57 microRNAs for Hampshire pigs (24 up-regulated and 34 down-regulated; Figures S1 and S2) and 34 miRNAs for Pietrain pigs (28 up-regulated and 6 down-regulated; Figures S3 and S4). The most significant (*p* < 0.01) miRNAs detected in Pietrain and Hampshire pigs are shown in Figure 3 and Figure 4. Furthermore, 18 common microRNAs with differential expression were identified for both tested breeds (miR-499a-5p; miR-206; miR-146a-5p; miR-133a-3p; miR-378b; miR-128-3p; miR-378b-3p; miR-10b; miR-451a; miR-125b; miR-30a-5p; let-7f-5p; let-7i-5p; let-7g-5p; miR-7-5p; miR-26a-5p; miR-185-5p; miR-126-3p). This finding may indicate the existence of muscle growth with the regulating pathways common for both investigated high-muscularity pig breeds.

Eighteen DE microRNAs detected in both breeds were further subjected to Gene Ontology and KEGG Pathway analyses (mirPath v.3.0, DIANA-Lab, Athens, Greece). According to an experimentally validated target gene database (Tarbase v7.0, (DIANA-Lab, Athens, Greece)), the most over-represented GO processes were identified, such as cell cycle, fatty acid biosynthesis, regulation of actin cytoskeleton as well as lysine degradation and ubiquitin mediated proteolysis (Table 2). All identified GO biological processes related to 18 DE microRNAs are shown in Figure 5. The GO terms in each breed and taking into account the direction of expression change is presented in Figures S1–S4.

The miRNA experiment was submitted to the NCBI GEO database and assigned the GEO accession number GSE109215.

### 2.3. Integrated Analysis of Transcriptome and miRNAome

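COL6A1 (ENSSSCG00000022506) and COL6A2 (ENSSSCG00000028022, chromosome 13 of Sscrofa10.2 from 218600762 to 218615843) are paralogs, so the counting could have split reads between them. COL6A2 was counted at 155 ± 71.7 CPM (SD, n = 3) and 60.1 ± 32.7 CPM (SD, n = 3) in Hampshire pigs with high and low loin weight. The log2 fold change was 1.37 (standard error 0.450, adjusted p = 0.0519, edgeR), and the groups overlapped. With DESeq2 in place of edgeR, the adjusted p-value of COL6A2 in Hampshire was 0.00411. It was 0.0405 with all pigs in 1 fit, 0.0265 without low pig 2 and 0.0245 without high pig 8. It did not pass without any other single pig, or with DESeq2's size factors in edgeR. In simulated Hampshire counts DESeq2 made 35 false calls, against 13 by edgeR. For COL6A1 the log2 fold change in Hampshire was 1.11 (standard error 0.475, adjusted p = 0.112), and with DESeq2 the adjusted p-value was 0.0426. With each pig left out the log2 fold change of COL6A1 in Hampshire lay between 0.68 and 1.51. In Pietrain COL6A2 changed by 0.63 and COL6A1 by 0.76 on the log2 scale, with standard errors of 0.315 and 0.388 and adjusted p-values of 0.939.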

The pathway analysis based on 43 DEGs allowed us to identify three pathways in which two genes coding for collagens (*COL6A1* and *COL6A2*) were involved: the PI3K-Akt signalling (ssc04151), Focal adhesion (ssc04510) and ECM-receptor interaction (ssc04512) pathways. Furthermore, two genes (*CYP51*—Cytochrome P450 51A; *PIGX*—Phosphatidylinositol Glycan Anchor Biosynthesis Class X) belonging to the metabolic pathway (ssc01100) were identified. 

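PIGX (ENSSSCG00000026934, chromosome 13 of Sscrofa10.2 from 143038002 to 143068739) was counted at 4.49 ± 0.410 CPM (SD, n = 3) in Hampshire pigs with high loin weight and 5.22 ± 2.44 CPM (SD, n = 3) in those with low loin weight, a difference within the spread between pigs (log2 fold change -0.21, standard error 0.371, adjusted p = 0.705, edgeR). Without low loin weight pig 1 the log2 fold change of PIGX in Hampshire was 0.0236. In Pietrain it fell from 8.66 ± 1.87 CPM (SD, n = 3) to 5.65 ± 1.00 CPM (SD, n = 4). The log2 fold change was -0.62 (standard error 0.257, adjusted p = 0.939), and the groups did not overlap (exact permutation test, p = 0.0571).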

The KEGG pathway analysis based on miRNA results indicated that the most significant pathway was the Hippo signalling pathway, which is also connected with the TGF-β signalling pathway and controls organ size via the regulation of ubiquitin-mediated proteolysis, cell proliferation and apoptosis (Figure 6). The most interesting target genes involved in identified pathways (FoxO signalling pathway, TGF-β signalling pathway, signalling pathways regulating pluripotency of stem cells and PI3K-Akt signalling pathway) were *SOX2*, *SIRT1*, *KLF4*, *PAX6* (Figure 7) and other genes belonging to the transforming growth factor beta superfamily (Table 3).

Moreover, the analysis of miRNA–target gene interactions was performed with the use of the DIANA-mirExTra v2.0 [10] (DIANA-Lab, Athens, Greece) tool to identify functional microRNAs potentially responsible for changes in gene expression identified in the present study as DEGs. mRNA and microRNA differential expression analysis results were simultaneously analysed, and important miRNA regulators were identified based on functional analysis of their target genes. The obtained results confirmed the significant association of 5 detected microRNAs and 9 DEGs (Table 4). Two genes were identified as the most frequently regulated by detected miRNAs, namely, *CYP51A1*, which is related to cholesterol metabolism (hsa-miR-155-5p; hsa-miR-30c-5p; hsa-miR-199b-5p), as well as the *RNF19A* gene, which is associated with ubiquitination (hsa-miR-155-5p; hsa-miR-133a-3p; hsa-miR-126-5p) (Table 4).

### 2.4. Validation of the Obtained Results

The estimation of gene expression using real-time PCR confirmed the direction of transcript level changes between analysed biological groups detected using the RNA-seq approach (FC profiles values). 

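In the RNA-seq counts, 4 of the 6 genes of Table 5 had an adjusted p-value under 0.05 in Hampshire and 0 in Pietrain (edgeR), and all 6 had unadjusted p-values in Pietrain between 0.0365 and 0.0783. MGP (ENSSSCG00000000606) was counted at 344 ± 235 CPM (SD, n = 3) and 105 ± 26.3 CPM (SD, n = 3) in Hampshire pigs with high and low loin weight. Its log2 fold change was 1.71 (standard error 0.427, adjusted p = 0.0207), and the adjusted p-value was 0.0709 without low loin weight pig 1 and 0.0784 without pig 3. With each pig left out the log2 fold change of MGP in Hampshire lay between 0.96 and 1.96, and the smallest came without high pig 9, which was at 614 CPM. In Pietrain MGP changed by 0.47 on the log2 scale (standard error 0.230). XPO1 (ENSSSCG00000028228) changed by -0.82 in Hampshire (standard error 0.258, adjusted p = 0.0447) and by -0.47 in Pietrain (standard error 0.195), and its adjusted p-value in Hampshire was above 0.05 in 4 of the 6 fits that each left out a pig, from 0.0948 to 0.139. BBS2 (ENSSSCG00000025417) was counted at 8.37 ± 3.60 CPM (SD, n = 3) against 5.03 ± 2.31 CPM (SD, n = 3) in Hampshire, a log2 fold change of 0.73 (standard error 0.388, adjusted p = 0.187) that lay between 0.35 and 1.18 with each pig left out. In Pietrain BBS2 was lower in the high group, at 5.52 ± 0.983 CPM (SD, n = 4) against 8.32 ± 1.14 CPM (SD, n = 3) (log2 fold change -0.59, standard error 0.247, adjusted p = 0.939). The real-time PCR values were not analysed here.

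**Figure D4:**
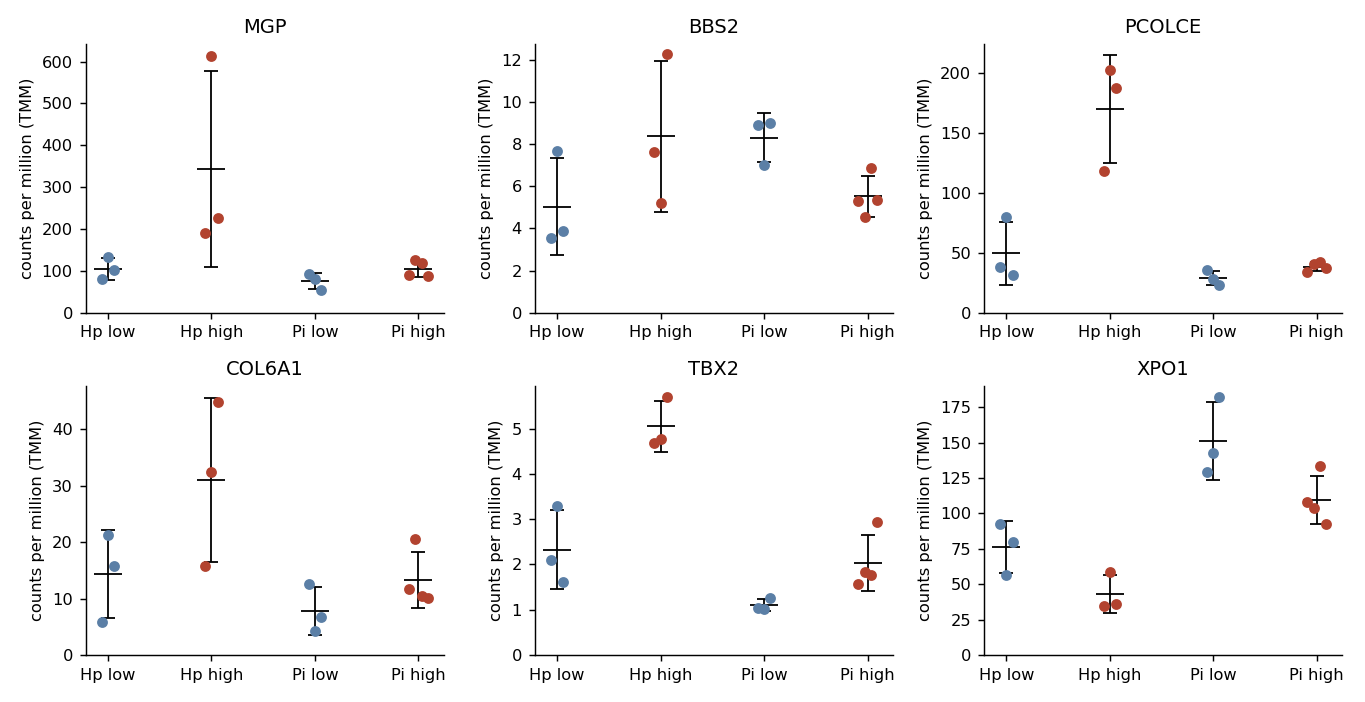
TMM-normalized CPM of the 6 genes of Table 5 in each pig (points), with the mean and SD of each group (bars), in Hampshire (Hp) and Pietrain (Pi) pigs with low (blue) and high (red) loin weight. The mean of BBS2 was higher in the high group in Hampshire and lower in Pietrain.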

The Pearson correlation calculated between relative quantity (RQ) values and normalized read counts (RNA-seq) showed high significant correlation coefficients (from 0.643 to 0.928) for most of the analysed genes (Table 5). For the *TBX2* and *XPO1* genes, the correlation was not significant, but the FC values obtained by these two methods were similar. The validation of miRNA showed a high and significant correlation between NGS and qPCR results for most of the analysed miRNAs (from 0.635 to 0.888) (Table 6). For two miRNAs, miR-7-5p and miR-125b-5p, the obtained correlation coefficients were not significant (0.402 and 0.232, respectively).

## 3. Discussion

Since the beginning of domestication, selection in pigs has been focused on improving the lean meat content in carcasses. Currently, this direction of selection is most evident in breeds constituting a paternal component in breeding (Duroc, Pietrain and Hampshire pigs), which are used to improve the meat quantity of cross-breed pig lines. Furthermore, even in one breed, a significant variation in the meatiness level can be observed. In the present study, a comprehensive analysis of genes and microRNA profiles in porcine muscle tissue was performed to identify the genetic background of meat content in carcasses. Moreover, NGS analyses were applied to compare global genes and miRNA expression profiles between groups differing in weight of loin muscle in each breed. Such an approach allowed us to avoid a potential breed-specific effect on transcript abundance and to detect differential expression of genes related to the trait of interest.

The global gene expression profile in a cell or tissue is a result of the transcription rate as well as other post-transcriptional modifications, including mRNA silencing. One of the main gene’s expression regulators is microRNA molecules, which predominantly promote transcript degradation [11]. Commonly, miRNAs regulate transcript stability via binding to the 3’UTR of their targeted genes with the RISC multiprotein complex (RNA-induced silencing complex) [12]. microRNAs can control transcript silencing by involvement in transcriptional inhibition through microRNA-mediated chromatin reorganization, mRNA destabilization by decay or cleavage and regulation of proteins belonging to transcription complexes [13,14].

To date, efforts have been made to identify regulatory mechanisms related to muscle growth and development during ontogenesis in pigs. Using a pathway-focused oligo microarray, Li et al. [15] compared the expression profile of genes involved in muscle growth and fatty acid biosynthesis in muscle tissue collected from two pig breeds at six growth stages. Among the genes significantly deregulated during growth periods, the authors detected the *UCP3* gene (uncoupling protein 3), whose expression was regulated by 30 other identified genes. The *UCP3* gene encodes mitochondrial anion carrier protein, and together with *UCP2*, it is essential for body metabolism regulation [16]. Both genes are mainly expressed in muscle tissue and control mitochondrial fatty acid transport and glucose metabolism [17]. In our research, we confirmed the differential expression of the *UCP3* gene between pigs with varied muscling in both breeds. Furthermore, a miRNA–mRNA target analysis showed an interaction between the *UCP3* gene and identified in Hampshire pigs miR-30c-5p, which was established to regulate myoblast differentiation [18]. MicroRNAs belonging to the miR-30 family also affect the activity of miR-206—the main modulator of skeletal muscle development [19,20]. Muscle-specific miR-206 (myomiR) was detected in the present study as differentially expressed in Pietrain and Hampshire pigs differing in muscle weight. This observation confirmed that miR-206 plays an important role in muscle growth and development, regardless of breed tested.

Sheng et al. [21] performed whole miRNAome profiling in pig breeds with high lean meat percentage (Large White) and low body weight (Min Pigs) at several postnatal stages and showed that the one of the most abundant myomiRs was miR-206. Interesting results were reported by Cai et al. [22], who confirmed that the microRNA profile in skeletal muscle was significantly altered by castration. The authors identified seven differentially expressed miRNAs between intact and castrated pigs: miR-206, let-7c and let-7a (down-regulated) and miR-1, miR-133a, miR-26a, and miR-133b (up-regulated). Cai et al. [22] indicated the key impact of castration on miRNA expression, which can explain the main mechanism underlying variations in muscle growth in intact and castrated pigs. Our study allowed us to detect three of seven previously described miRNAs (miR-206; miR-26a; miR-133a). Moreover, we detected the expression of three microRNAs (let7i; let-7g; let-7f) belonging to the let-7 family, which are also known as important developmental regulators.

Previous studies performed by Huang et al. [23] and Yan et al. [24] showed that skeletal muscle hypertrophy can be controlled by the IGF-1–Akt pathway and myostatin signalling pathway. It results from the regulation of *IGF-1* or *IGFR* expression by miR-133a/b and miR-206. Furthermore, during exercise-induced muscle response, IGF-1 signalling can be modified by miR-126, which also impacts *MyoD* and *Myf5* genes strongly related to myogenesis [25]. In humans, several muscle-specific miRNAs, including miR-133a/b and miR-206, are associated with muscular dystrophies (Duchenne and Becker) and are called dystromirs. Their serum expression profile can be used as a biomarker of such muscle disorder [26]. 

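RNF19A (ENSSSCG00000006066) lies on chromosome 4 of Sscrofa10.2 from 39576526 to 39650587. It fell from 36.1 ± 5.41 CPM (SD, n = 3) in Hampshire pigs with low loin weight to 19.0 ± 3.44 CPM (SD, n = 3) in those with high loin weight, a log2 fold change of -0.93 (standard error 0.191, adjusted p = 0.0107, edgeR). In Pietrain its log2 fold change was -0.46 (standard error 0.175, adjusted p = 0.939). The groups did not overlap in either breed.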

Apart from miR-206 and miR-133a, our results showed significant differences in miR-126-3p expression and significant changes in the expression of its target gene, *RNF19A* (Ring Finger Protein 19A). It has been established that the *RNF19A* gene mainly plays a role in neurons causing amyotrophic lateral sclerosis or Parkinson’s disease. On the other hand, it was proposed as one of interesting genes related to muscle response during stabilized weight loss [27].

Another gene with modified transcript levels dependent on loin mass was the *SETD2* gene, whose expression is regulated by miR-30c-5p. The *SETD2* gene, which encodes a histone methylotransferase, is involved in the regulation of transcription processes via histone methylation. Recent studies have shown that the *SETD2* gene is involved in epigenetic mechanisms regulating myoblast proliferation and differentiation [28]. Furthermore, using the CRISPR/CAS9 system (Clustered Regularly-Interspaced Short Palindromic Repeats), the authors indicated that silencing the *SETD2* gene resulted in a decrease in the expression of major regulators of the cell cycle, repression of myogenin—MyoG—transcription and up-regulation of the cyclin-dependent kinase inhibitor p21. The arrest of the cell cycle caused by the silencing of the *SETD2* gene demonstrated that this gene is critical during myoblast proliferation and differentiation [28]. In our study, a significant up-regulation of the *SETD2* gene in pigs characterized by higher muscle mass in carcasses was observed. These results support previous findings and indicate a strong relationship between the *SETD2* gene and myogenesis in pigs.

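SETD2 (ENSSSCG00000011332, chromosome 13 of Sscrofa10.2 from 33143399 to 33230081) was counted at 27.3 ± 2.73 CPM (SD, n = 3) in Hampshire pigs with high loin weight and 45.4 ± 6.11 CPM (SD, n = 3) in those with low loin weight. Its log2 fold change was -0.74 (standard error 0.166, adjusted p = 0.0146, edgeR) and lay between -0.85 and -0.68 with each pig left out. Without low loin weight pig 3 the adjusted p-value of SETD2 was 0.0629, and without high pig 10 it was 0.0597. In Pietrain it was counted at 52.9 ± 5.02 CPM (SD, n = 4) and 69.4 ± 6.68 CPM (SD, n = 3), a log2 fold change of -0.39 (standard error 0.170, adjusted p = 0.939). Every pig with high loin weight had less SETD2 than every pig with low loin weight of its breed (exact permutation test, p = 0.100 in Hampshire and 0.0571 in Pietrain).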

The comparison of the global miRNA profile in muscle tissue in the pigs differing in terms of muscularity allowed for the detection of some pathways regulated by identified differentially expressed miRNAs. The most significantly enriched pathways were the Hippo signalling pathway, FoxO signalling pathway and signalling pathways regulating pluripotency of stem cells. Numerous studies have shown that the Hippo signalling pathway plays a key role in muscle cell proliferation, differentiation and apoptosis and, as a result, controls myogenesis processes [24,29,30,31]. The Hippo signal transduction network can regulate muscle mass and organ size via the activation of cascades of serine/threonine kinases [32,33]. Moreover, Gnimassou et al. [33] suggested that this pathway can contribute to changes and adaptation of muscle mass after exercise. microRNAs identified in the present study can be upstream regulators of the Hippo pathway and, as described previously, are considered to be myomiRs closely related to muscle growth. Our results showed that several miRNAs (miR-30a-5p; miR-206; miR-26a-5p; miR-499a-5p; miR-146a-5p) also regulated the FoxO, TGF-β, PI3K-Akt signalling pathways and signalling pathways regulating pluripotency of stem cells. The identified miRNAs regulate genes coding for proteins belonging to the 14-3-3 family (*YWHAE*; *YWHAB*; *YWHAQ*), which are considered important versatile regulators of the cell cycle, metabolism, cell signalling and apoptosis [34,35]. It was established that 14-3-3 proteins act through regulation of FoxO transcription factors—especially FoXO3, whose significant role in controlling modifications of muscle mass (hypertrophy or atrophy) was confirmed [36]. Furthermore, the identified microRNAs control the transcript abundance of genes regulating different aspects of development: TGF-β proteins (*TGFBR1*; *BMP2*; *BMP4BMP5*; *BMPR1B*; *BMPR2*) and genes recognized as pluripotency markers (*SOX2*; *KLF4).* The deregulation of the detected DE miRNAs and genes can provide new information about processes related to the growth and development of muscle tissue in pigs.

The *PCOLCE* gene (Procollagen C-Endopeptidase Enhancer), which is involved in muscle growth disorders in humans, was detected in the set of DEGs in Pietrain and Hampshire breeds. This gene encodes an enzyme responsible for the transformation of procollagens to collagens and is associated with the deregulation of extracellular matrix (ECM) functions and, as a result, with the appearance of late-onset muscle fibrosis and oculopharyngeal muscular [37]. The extracellular matrix plays a key role during signal transduction, and any disorders of this function can lead to myopathies. However, the exact mechanism of the association between impaired ECM matrix function and muscle growth remains unknown. The differential expression of the *PCOLCE* gene in muscle tissue diverting in mass suggests that this gene can contribute to porcine muscle growth via modification of the ECM role. 

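PCOLCE (ENSSSCG00000027466, chromosome 3 of Sscrofa10.2 from 7918398 to 7923583) rose from 49.7 ± 26.3 CPM (SD, n = 3) to 169.9 ± 45.1 CPM (SD, n = 3) in Hampshire, a log2 fold change of 1.77 (standard error 0.360, adjusted p = 0.0102, edgeR). With each pig left out, it lay between 1.53 and 2.29. In Pietrain it was 29.0 ± 6.22 CPM (SD, n = 3) and 38.4 ± 3.77 CPM (SD, n = 4) in the low and high groups, a log2 fold change of 0.41 (standard error 0.201, adjusted p = 0.939). The difference between the breeds had an adjusted p-value of 0.0671. From the differential expression of PCOLCE between muscles of different mass, the paper proposes that the gene can contribute to muscle growth through the extracellular matrix.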

In both breeds, the differential expression of two genes coding for collagens were detected, namely, *COL6A1* and *COL6A2.* Both *COL6A2* and its paralog *COL6A1* contribute to the organization of matrix components by binding several extracellular matrix proteins and are related to the occurrence of muscle dystrophy and myopathy (bethlem mopathy 1 and ullrich congenital muscular dystrophy 1) [38,39]. These findings also support the hypothesis that ECM matrix remodelling is associated with the variation of muscle tissue growth and development.

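A list of 31 extracellular matrix genes, written before the data were examined and without genes the study picked from these pigs, was tested with camera at a preset correlation between genes of 0.01. In Hampshire 27 of its 29 tested genes were higher in the pigs with high loin weight, with a median log2 fold change of 1.11 (adjusted p = 1.8e-05). In Pietrain 25 of 28 were higher, with a median of 0.46 (adjusted p = 1.1e-04), and without high loin weight pig 6 the adjusted p-value of this list was 0.0671. None of the 8 list calls made with camera held under fry or with the correlation estimated from the data. For the extracellular matrix list the adjusted p-values were 0.283 and 0.845 in Hampshire and 0.634 and 0.845 in Pietrain. The mean log2 CPM of the list overlapped between the groups in both breeds, while those of the 2 lists below overlapped in Pietrain only. A list of 12 macrophage genes was also higher, with all 11 tested genes higher in each breed and medians of 1.12 (adjusted p = 0.0013) and 0.67 (adjusted p = 0.0021), the Pietrain value rising to 0.208 without high loin weight pig 6. A list of 40 oxidative phosphorylation genes moved in opposite directions, with a median of 0.51 in Hampshire (adjusted p = 2.6e-05) and -0.10 in Pietrain (adjusted p = 0.0042), where it did not pass without high loin weight pig 6 (adjusted p = 0.919), high pig 1 (0.169) or low pig 8 (0.136). In Hampshire the shortest of 4 groups of genes already had a median of 0.42, and the lists were not tested with this length trend removed. The share of counts from mitochondrial genes went the other way in Hampshire, from 19.9% with low to 14.6% with high loin weight, without overlap.

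**Figure D5:**
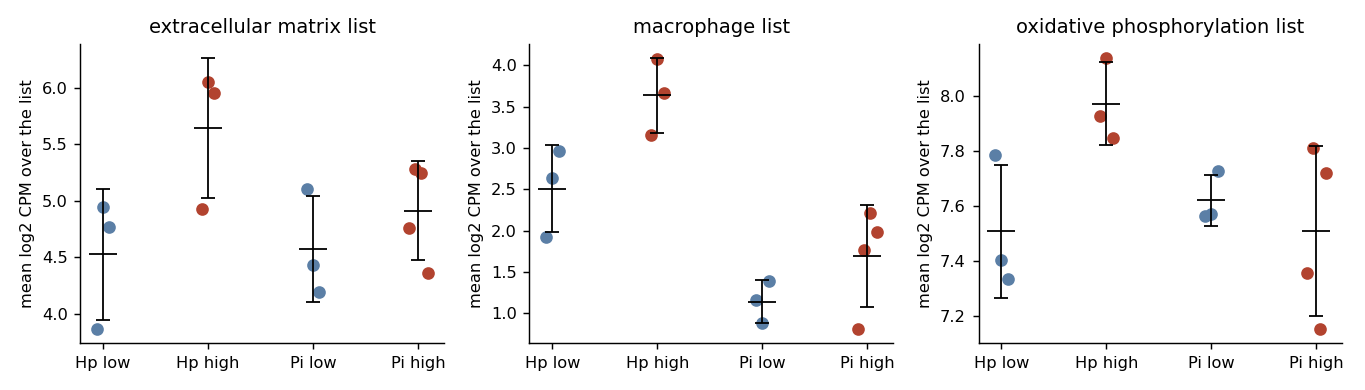
Mean log2 CPM over the extracellular matrix, macrophage and oxidative phosphorylation lists in each pig (points), with the mean and SD of each group (bars), in Hampshire (Hp) and Pietrain (Pi) pigs with low (blue) and high (red) loin weight. The vertical axes do not start at 0. The oxidative phosphorylation list was higher in the high group in Hampshire and lower in the mean in Pietrain.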

Furthermore, the *TBX2* gene coding for the T-box transcription factor was identified in our study as up-regulated in pigs with higher muscle mass. 

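TBX2 (ENSSSCG00000027060, chromosome 12 of Sscrofa10.2 from 38328615 to 38338207) was counted at 5.05 ± 0.564 CPM (SD, n = 3) in Hampshire pigs with high loin weight and 2.33 ± 0.866 CPM (SD, n = 3) in those with low loin weight. This is a log2 fold change of 1.10 (standard error 0.310, adjusted p = 0.0313, edgeR). The adjusted p-value of TBX2 in Hampshire was above 0.05 in 5 of the 6 fits that each left out a pig, and it was 0.109 without low loin weight pig 3. In Pietrain it was counted at 2.02 ± 0.618 CPM (SD, n = 4) and 1.10 ± 0.129 CPM (SD, n = 3), a log2 fold change of 0.88 (standard error 0.405, adjusted p = 0.939). Every Pietrain pig with high loin weight had more TBX2 than every pig with low loin weight (exact permutation test, p = 0.0286).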

In humans, it was confirmed that *TBX2* is responsible for developing tissue sarcomas in which this gene is overexpressed. Zhu et al. [40] indicated that *TBX2* regulates the skeletal muscle cell cycle via an interaction with the myogenic transcription factor MyoD and the cell cycle regulators p21 and p14. The authors suggested that in sarcomas, *TBX2* promoted cell proliferation, and inhibition of its expression led to the repression of tumour growth [40,41].

## 4. Materials and Methods

### 4.1. Animals

RNA-seq and miRNAome analyses were performed on *longissimus lumborum* samples collected from 13 pigs representing two sire-line breeds—Pietrain and Hampshire. Animals were maintained at the same housing and feeding conditions according to the procedure previously described [42]. When animals reached a weight of 105 kg (±2.5), they were slaughtered, and after 24 h of chilling, the half carcasses were dissected. Based on dissection data, pigs were selected from a larger population in terms of weight of loin muscle to obtain groups with possibly extreme phenotypes in each breed (Table 7). Pigs included in the present study were unrelated (minimally three crosses back).

The research was performed on biological material derived from pigs maintained and slaughtered in the Test Pig Station (National Research Institute of Animal Production), where pigs are slaughtered, dissected and after carcass evaluation, meat is standard intended for consumption. Therefore, research performed does not require the approval of Animal Experimentation committee.

Immediately after slaughter, the tissue samples were collected into the RNAlater solution (Ambion, Thermo Fisher Scientific, Waltham, MA, USA) and stored at −20 °C. Total RNA was isolated from muscle tissue using Direct-zol RNA Mini Prep (Zymo Research, Irvine, CA, USA). The quality and quantity of the obtained RNA were checked using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific; Waltham, MA, USA) and a TapeStation 2200 system (RNAScreen Tape, Agilent Technologies, Santa Clara, CA, USA). Samples with RIN (RNA integrity number) values above 7.5 were used to construct libraries.

### 4.2. Transcriptome Sequencing and Data Analysis

The cDNA libraries were constructed from 300 ng of total RNA with the TruSeq RNA Sample Prep Kit v2 kit (Illumina, San Diego, CA, USA) according to the protocol. The quantification of obtained libraries was performed with Qubit 2.0 Fluorometer (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) and TapeStation 2200 instrument (D1000 ScreenTape; Agilent Technologies, Santa Clara, CA, USA). The mRNA sequencing was performed in 101 single-end run on a HiScanSQ platform (Illumina) with the use of TruSeq SR Cluster Kit v3—CBOT-HS and TruSeq SBS Kit v3–HS (Illumina). The libraries were indexed with different adaptors, pooled and sequenced in 4 technical replicates.

The pipeline used for raw sequence data quality control (QC), estimation of gene transcript levels and differential expression analysis were described in detail previously [43]. The obtained raw reads were aligned to the *Sus scrofa* reference genome (assembly Sscrofa10.2 (GCF_000003025.5)). Differentially expressed genes (DEGs; fold change ≥ |1.2|; adjusted *p*-value  <  0.05) were determined separately for each breed using Deseq2 software ( version 1.12.4, [44] between pig groups differing in weight of loin muscle. The GO and pathway analyses were performed using Panther and David software (version 13.1 and v6.8; respectively) [45,46] with *Sus scrofa* reference. The *p*-value in enrichment tests was determined based on the Mann–Whitney U Test (Wilcoxon Rank-Sum Test) (Panther software, v 1.12.4 [45], while significantly enriched pathways were detected based on Fisher’s exact test (David software, v6.8) [46].

### 4.3. miRNAome Sequencing and Data Analysis

MicroRNA libraries were prepared using the NEBNext Multiplex Small RNA Library Prep Set for Illumina (New England Biolabs, Ipswich, MA, United States) according to the standard protocol. Briefly, the first step was the 3′ adaptor ligation, followed by hybridization with the Reverse Transcription Primer and ligation with the 5′ adaptor. The RNA-adaptor ligation products were subjected to reverse transcription. Then, PCR amplification with 12 different indexed primers was performed to allow further multiplexing of the samples. The amplified samples were purified and size-selected on a Novex 6% TBE PAGE gel (Invitrogen, Thermo Fisher Scientific, Waltham, MA USA). After the overnight elution from the gel, the libraries were precipitated and purified with ethanol. Next, they were subjected to a concentration measurement with a Qubit 2.0 Fluorometer (Thermo Fisher Scientific) and a size assessment with a 2200 TapeStation instrument (Agilent). Finally, the obtained libraries were pooled and sequenced by applying 36 cycles on HiScan SQ (Illumina) according to the manufacturer’s protocol.

The obtained reads were converted to FastQ files, subjected to demultiplexing using bcl2fastq software (version, Illumina), and quality controlled using FastQC software [47]. The obtained sequences were analysed using UEA sRNA Workbench v3.2 [48]. The first step was 3′ adaptor trimming and filtering according to the following parameters: minimum abundance of at least 6 supporting reads, 17–25 nt of length, low complexity as well as tRNA and rRNA sequences removed. MicroRNAs were identified by applying the miRCat tool v1.0with default parameters for animals, except for minimum abundance (6 reads), minimum length (17 nt), and maximum length (25 nt). The *Sus scrofa* genome (assembly Sscrofa 10.2, Ensemble database) and miRBase v21.0 (Griffiths-Jones lab at the Faculty of Biolo Manchester; USA) [49,50] were used as references. Detected potentially novel miRNAs were additionally controlled for the presence of other non-coding RNAs using the RNAcentral database (The RNAcentral Consortium) [51]. In the last step, the identification of microRNA length and sequence variants—isomiRs—was performed. The analysis was carried out using isomiR-SEA software (Version 1.60) [52] with the default settings.

Differential expression analysis using DESeq2 software (v.1.12.4) [44] was carried out for each breed separately, and significantly expressed miRNAs (*p* ≤ 0.05) were chosen for further analyses.

miRNAs identified as differentially expressed in the examined samples were analysed using the mirPath v.3.0 DIANA Tools web application (DIANA-Lab, Athens, Greece) [53] to identify their target genes and biological processes enriched by them. DIANA—TarBase v7.0 (DIANA-Lab, Athens, Greece) [54] with experimentally validated target genes was used as a reference database of target genes, and the KEGG Pathway Database was used as a reference database of biological pathways. The analysis was performed on the basis of human homologues deposited in miRBase (21.0) due to the lack of data for pig microRNAs.

### 4.4. Validation of NGS Data by qPCR

The validation of RNA-seq results was performed for 6 genes. The exact transcript abundance was measured using real-time PCR analysis. The primers for all genes were designed using Primer 4.0 software based on the Ensemble reference genome. cDNA was synthesized from 200 ng of total RNA using a High-Capacity RNA-to-cDNA™ Kit (Applied Biosystems, Thermo Fisher, Waltham, MA, USA) according to the protocol. qPCR was performed in 45 cycles on a QuantStudio 7Flex system (Applied Biosystems) with three replicates for each sample (AmpliQ 5x HOT EvaGreen qPCR Mix; Novazym; Poland). *OAZ1* and *RPL27* were used as endogenous controls. The details of the validated genes are presented in Supplementary File 1—Table. The expression levels were calculated using the delta-delta Ct method [55]. The correlation coefficients between RQ (relative quantity) values and normalized read counts (RNA-seq) were calculated using Pearson’s correlation analysis (SAS software, v. 8.02, Wadowice, Poland)).

RT-qPCR method was also employed to validate the expression levels of 9 selected microRNAs in all samples (Table S2). Reverse transcription reactions were performed using a TaqMan Advanced miRNA cDNA Synthesis Kit (Thermo Fisher Scientific) according to the manufacturer’s protocol. Next, quantitative PCR reactions were run using TaqMan Fast Advanced Master Mix (Thermo Fisher Scientific) and commercially available TaqMan microRNA Advanced Assays (Thermo Fisher Scientific), following the protocol and including Non-Template Control (NTC) for each microRNA assay. The reactions were run in triplicate on a QuantStudio 7 Flex Real-Time PCR System (Thermo Fisher Scientific). The efficiency of amplification reactions for each of the miRNA assays was calculated based on the standard curve method.

The NormFinder software [56] was employed to choose an endogenous control that is a microRNA with the most stable expression profile (miR-103a-3p; miR-20a-5p). Finally, relative expression levels of the examined microRNAs were calculated using the ΔΔCt method, including reaction efficiency E [55].

## 5. Conclusions

The comprehensive analysis of the transcriptome and miRNAome profile in porcine muscle tissue differing in terms of muscle mass allowed us to identify differentially expressed genes and miRNAs potentially related to muscle growth and development. We detected microRNAs characteristic of muscle tissue, such as microRNAs belonging to the miR-30 family, miR-206, miR-26a and miR-133a, which have been established as the main modulators of skeletal muscle development. The identification of DE genes and microRNAs enabled us to pinpoint interesting molecular pathways and biological processes essential in controlling muscle growth and development in the pig. The close relationship of some identified in the present study genes and miRNAs with muscle disorders in humans can confirm their significant role in the myogenesis process in pigs. The presented molecular networks show new possibilities for searching candidate genes related to the process of developing muscle tissue and as a result with important production traits in pigs.

## Figures and Tables

**Figure 1:**
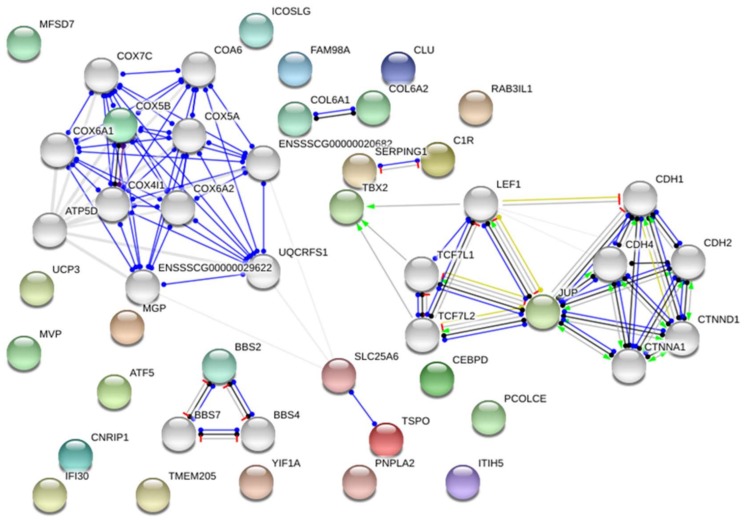
The differentially expressed genes were up-regulated in muscles of pigs with higher muscle mass. Detected genes were coloured and showed no more than 20 interactions (genes marked in grey); line shape indicates the predicted mode of action. Lines coloured indicate the predicted mode of action (red—interactions that were experimentally determined; blue—interactions from curated databases; black—co-expression; green—text mining associations and interactions based on relevant publications mentioning a transfer from other organisms, yellow—transcriptional regulation). Network were presented as a scalable vector graphic and based on *Sus scrofa* reference.

**Figure 2:**
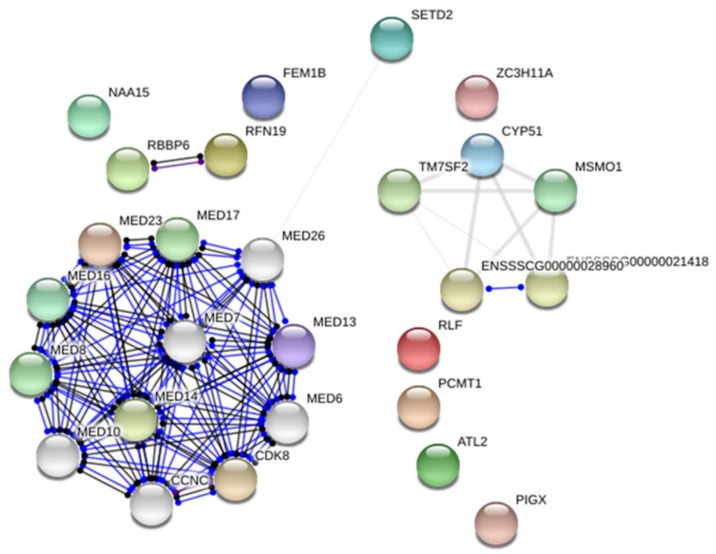
The differentially expressed genes were down-regulated in muscles of pigs with higher muscle mass. Detected genes were coloured and showed no more than 20 interactions (genes marked in grey); line shape indicates the predicted mode of action. Lines coloured indicate the predicted mode of action (blue—interactions from curated databases; black—co-expression). Network were presented as a scalable vector graphic and based on *Sus scrofa* reference.

**Figure 3:**
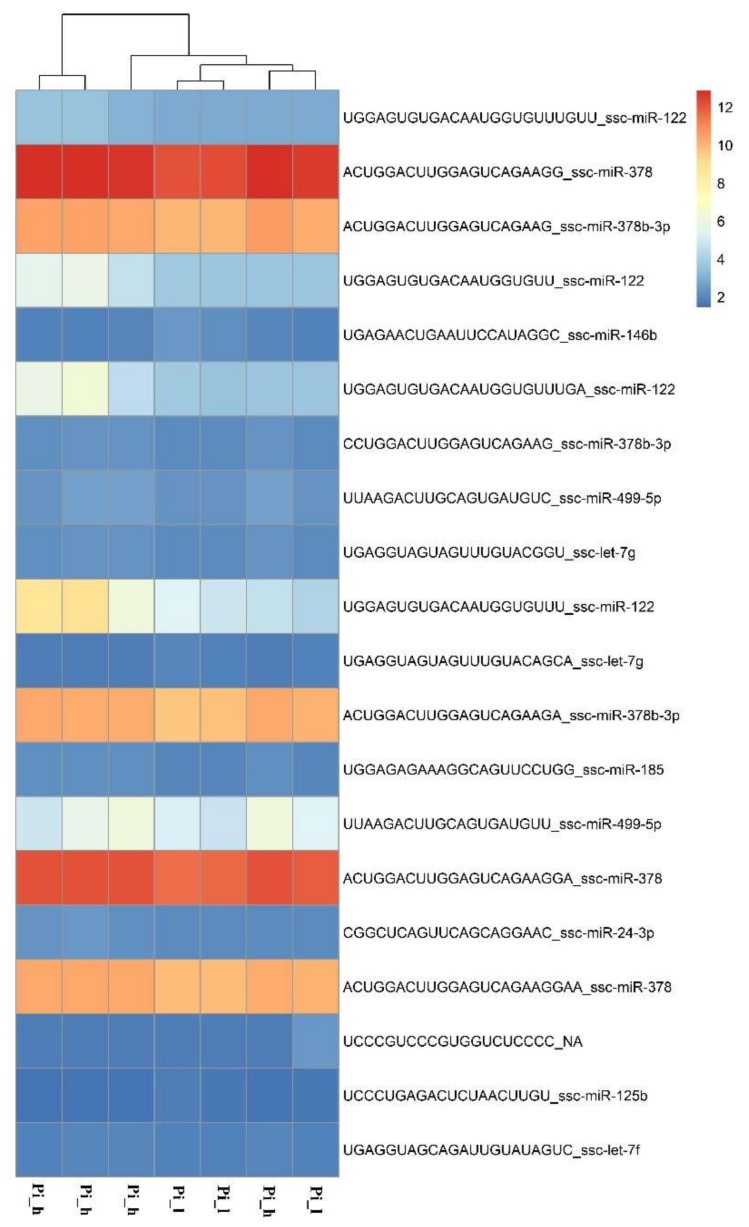
The expression pattern obtained for the most significant (*p* < 0.01) miRNAs detected in Pietrain breed in pig groups differed in muscle weight (h, l,—high or low muscle mass) (R Package pheatmap, R Foundation for Statistical Computing, Vienna, Austria).

**Figure 4:**
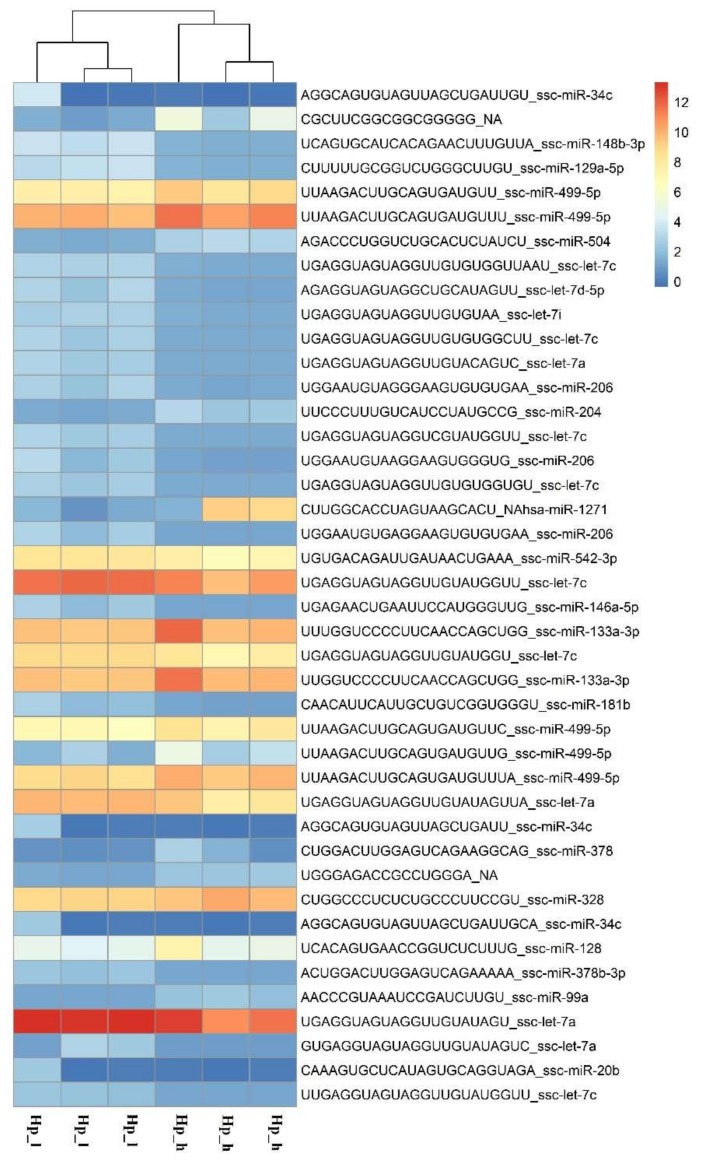
The expression pattern obtained for the most significant (*p* < 0.01) miRNAs detected in the Hampshire breed in pig groups differed in muscle weight (h, l,—high or low muscle mass) (R Package pheatmap).

**Figure 5:**
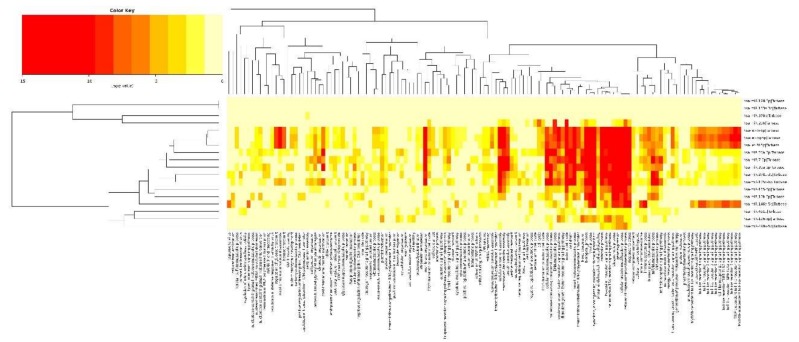
The identified Gene Ontology biological processes related to 18 microRNAs commonly detected in both breeds as differentially expressed between pigs with various muscle masses (DIANA-miRPath v3.0, DIANA-Lab, Athens, Greece).

**Figure 6:**
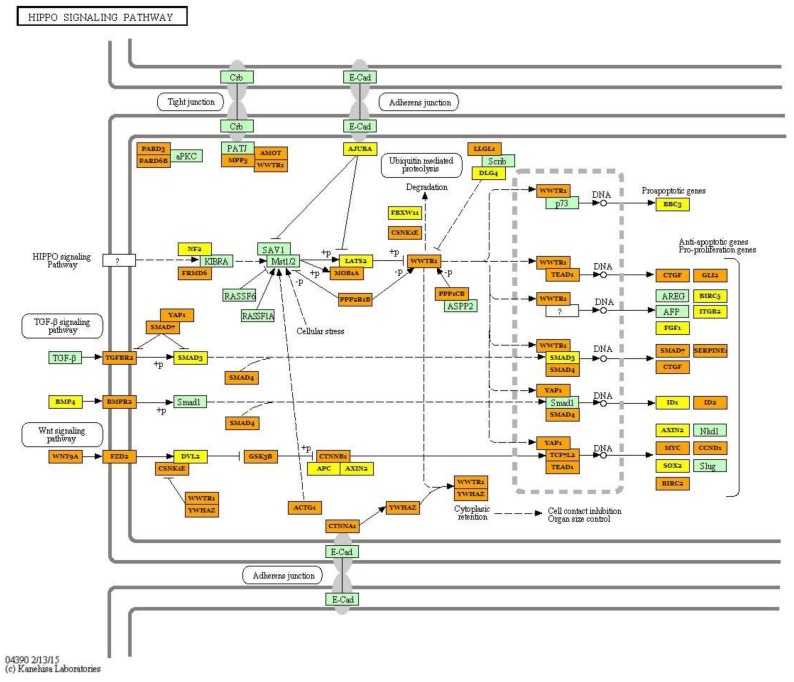
The Hippo signalling pathway identified as the most regulated by detected differentially expressed miRNAs depends on muscle mass. Green frame represents genes engaged in the pathway. Targeted genes regulated by identified miRNAs were marked orange (genes included in more than one pathway) and yellow (genes included only in one pathway) (KEGG database; hsa04390). Black arrows stand for a molecular interaction or relation, while dotted arrows stand for an indirect link or unknown reaction.

**Figure 7:**
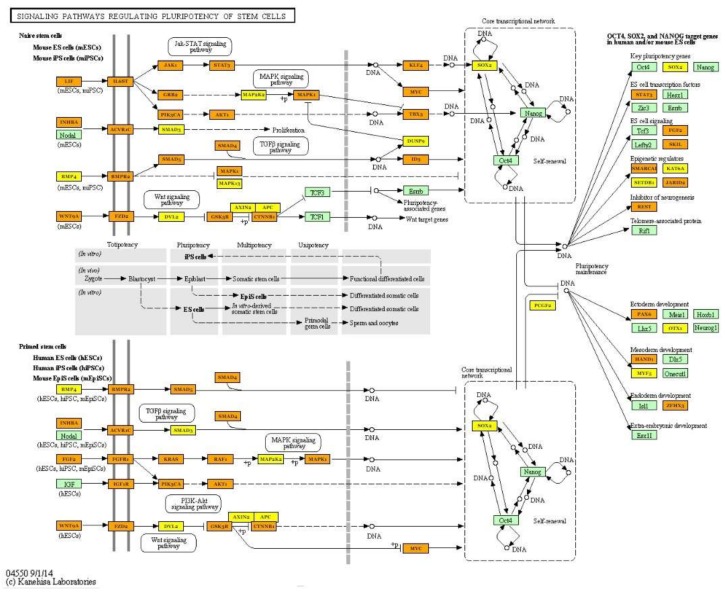
The signalling pathways regulating pluripotency of stem cells regulated by detected differentially expressed miRNAs depend on muscle mass. Green frame represents genes engaged in the pathway. Targeted genes regulated by identified miRNAs were marked orange (genes included in more than one pathway) and yellow (genes included only in one pathway) (KEGG database; hsa04550). Black arrows stand for a molecular interaction or relation, while dotted arrows stand for an indirect link or unknown reaction.

**Table 1:** The detected significant Gene Ontology terms based on genes differentially expressed between pigs differing in terms of muscle mass.

GO Term	*p-*Value/Genes	Number of Genes Detected/Genes		Hp	Pi
Signal transduction	0.034	11		FC	FC
	ENSSSCG00000013901	*IFI30*	IFI30, lysosomal thiol reductase	1.82	1.37
	ENSSSCG00000009668	*CLU*	clusterin	1.92	1.45
	ENSSSCG00000028022	*COL6A2*	collagen type VI alpha 2 chain	1.71	1.36
	ENSSSCG00000022236	*FOLR1*	folate receptor 1 (adult)	2.01	1.53
	ENSSSCG00000022246	*ICOSLG*	inducible T-cell costimulator ligand	1.83	1.39
	ENSSSCG00000011129	*ITIH5*	inter-alpha-trypsin inhibitor heavy chain family member 5	1.67	1.38
	ENSSSCG00000000606	*MGP*	matrix Gla protein	2.04	1.30
	ENSSSCG00000026934	*PIGX*	phosphatidylinositol glycan anchor biosynthesis class X	1.27	1.36
	ENSSSCG00000027466	*PCOLCE*	procollagen C-endopeptidase enhancer	2.23	1.27
	ENSSSCG00000013181	*SERPING1*	serpin family G member 1	2.38	1.27
	ENSSSCG00000014834	*UCP3*	uncoupling protein 3	2.73	1.68
Nucleid acid binding	0.010	9			
	ENSSSCG00000014834	*UCP3*	uncoupling protein 3	2.73	1.68
	ENSSSCG00000007830	*RBBP6*	RB binding protein 6, ubiquitin ligase	2.06	1.25
	ENSSSCG00000027060	*TBX2*	T-box 2	1.73	1.39
	ENSSSCG00000011332	*SETD2*	SET domain containing 2	1.87	1.27
	ENSSSCG00000006276	*CEBPD*	CCAAT/enhancer binding protein delta	2.57	1.38
	ENSSSCG00000027946	*MVP*	major vault protein	1.32	1.53
	ENSSSCG00000003670	*RLF*	rearranged L-myc fusion	1.80	1.25
	ENSSSCG00000026631	*SLC25A6*	solute carrier family 25 Member 6	1.73	1.35
	ENSSSCG00000028035	*ZC3H11A*	zinc finger CCCH-Type Containing 11A	2.73	1.68
Cytoplasm	0.032	5			
	ENSSSCG00000025417	*BBS2*	Bardet-Biedl syndrome 2	1.37	1.35
	ENSSSCG00000009668	*CLU*	clusterin	1.92	1.45
	ENSSSCG00000017428	*JUP*	junction plakoglobin	1.31	1.39
	ENSSSCG00000004103	*PCMT1*	protein-L-isoaspartate (D-aspartate) O-methyltransferase	1.46	1.26
	ENSSSCG00000006066	*RNF19A*	ring finger protein 19A, RBR E3 ubiquitin protein ligase	2.10	1.31
Enzyme modulator	0.015	4			
	ENSSSCG00000003201	*ATF5*	activating transcription factor 5	1.51	1.54
	ENSSSCG00000013181	*SERPING1*	serpin family G member 1	2.38	1.27
	ENSSSCG00000011129	*ITIH5*	inter-Alpha (Globulin) Inhibitor H5	1.67	1.38
	ENSSSCG00000013074	*RAB3IL1*	RAB3A Interacting Protein Like 1	2.16	1.59
Cytoskeleton	0,021	3			
	ENSSSCG00000025417	*BBS2*	Bardet-Biedl syndrome 2	1.37	1.35
	ENSSSCG00000017428	*JUP*	junction plakoglobin	1.31	1.39
	ENSSSCG00000006066	*RNF19A*	ring finger protein 19A, RBR E3 ubiquitin protein ligase	2.10	1.31
Methyltransferase	0.0066	3			
	ENSSSCG00000011332	*SETD2*	SET domain containing 2	1.87	1.27
	ENSSSCG00000015311	*CYP51*	cytochrome P450, family 51, subfamily A, polypeptide 1	2.27	1.41
	ENSSSCG00000004103	*PCMT1*	protein-L-isoaspartate (D-aspartate) O-methyltransferase	1.46	1.26

Hp—Hampshire; Pi—Pietrain; FC—fold change obtained for DEGs between different phenotypic groups in each breed.

**Table 2:** The detected significant Gene Ontology terms based on miRNAs differentially expressed between pigs differing in terms of muscle mass.

GO	Detected miRNA	N	Most Interesting Genes Related with GO Term	*p*-Value
**Cell cycle (hsa04110)**				1.026 × 10^−9^
	hsa-let-7i-5p	32	*CDK4*; *CDK2*; *CDK6*; *TP53; RBL2; ESPL1; ORC2*	
	hsa-let-7g-5p	33	*CDK4; CDK2; CDK6; TP53; RBL2; ESPL1; ORC2*	
	hsa-miR-30a-5p	24	*PCNA; SMAD2*; *TP53*; *MYC*; *YWHAE*	
	hsa-let-7f-5p	35	*ESPL1*; *CCNB2*; *RBL2*; *SMC1A*; *CDK4*; *TP53*; *ATR*	
	hsa-miR-499a-5p	7	*YWHAG*; *E2F5*; *SKP2*; *MYC*; *CDC27*; *PRKDC*; *MDM2*	
	hsa-miR-146a-5p	12	*GSK3B*; *CCNB1*; *CCNA2*; *SMAD4*; *RBL1*; *CDC23*; *PRKDC*; *MDM2*; *ABL1*	
	hsa-miR-378a-3p	20	*CCNB1*; *YWHAG*; *CCND2*; *MCM4*; *CDK1*; *BUB3*; *MDM2*	
	hsa-miR-10b-5p	13	*YWHALE*; *CDK2*; *CCND2*; *CUL1*; *TP53*; *CDC27*	
	hsa-miR-7-5p	20	*YWHAH*; *YWHAE*; *CCNB1*; *E2F2*; *CDK2*; *ATM*;	
	hsa-miR-26a-5p	32	*CDC6*; *CCNB1*; *YWHAE*; *YWHAG*; *YWHAZ*; *SMAD4*; *WEE1*; *EP300*	
	hsa-miR-185-5p	16	*CDK4*; *YWHAE*; *YWHAG*; *YWHAB*; *YWHAQ*; *ORC4*;	
	hsa-miR-126-3p	4	*E2F1*; *E2F3*; *CCNE2*; *CCNE1*	
	hsa-miR-125b-5p	19	*CDC6*; *E2F2*; *E2F3*; *ATR*; *TP53*; *CUL1*; *ORC5*	
	hsa-miR-206	9	*CDK4*; *CCND2*; *CDC7*; *WEE1*; *MCM7*; *CDC25C*	
**Fatty acid biosynthesis (hsa00061)**				
	hsa-miR-30a-5p	4	*FASN; ACSL1; ACSL3; ACSL4*	6.038 × 10^−9^
	hsa-miR-26a-5p	4	*FASN; ACSL1; ACSL3; ACSL4*	
	hsa-miR-378a-3p	2	*ACSL4; ACACA*	
	hsa-miR-7-5p	4	*FASN; OXSM; ACACA; ACSL4*	
	hsa-let-7i-5p	1	*MCAT*	
	hsa-let-7g-5p	1	*MCAT*	
	hsa-let-7f-5p	1	*MCAT*	
	hsa-miR-125b-5p	1	*FASN*	
**Regulation of actin cytoskeleto n (hsa04810)**				0.0218
	hsa-let-7i-5p	31	*PPP1CA; PFN1; BRAF; ACTB; SSH2; CRK; GNA13; FN1; RAC1; VAV3; MAPK1; FGFR1*	
	hsa-let-7g-5p	31	*PPP1CA; PFN1; BRAF; ACTB; SSH2; CRK; GNA13; FN1; RAC1; VAV3; MAPK1; FGFR1*	
	hsa-miR-125b-5p	27	*SSH2; EZR; NRAS; CRKL; CRK; PAK2; PXN; MYL9; FGFR2; FGFR1; MYH9*	
	hsa-let-7f-5p	32	*PPP1CA; PFN1; BRAF; ACTB; SSH2; CRK; GNA13; FN1; RAC1; VAV3; MAPK1; FGFR1*	
	hsa-miR-378a-3p	17	*ACTB; SSH2; ITGA9; CRKL; GNA13; PFN2; PAK4; MAPK1; MYLK*	
	hsa-miR-146a-5p	9	*BRK1; ROCK1; WASL; EDFR; ACTN1; ITGB2; WASF2*	
	hsa-miR-7-5p	35	*ACTB; ACTN2; NRAS; APC; RRAS2; FN1; FGF1; ACTN4; MAPK1; PIK3CB; EGFR*	
	hsa-miR-185-5p	14	*PIP5K1C; FN1; MYLK; ENAH; CDC42; ITGB5; RHOA; EGFR; PPP1CC*	
	hsa-miR-378b	4	*SSH2; ITGB1; ROCK2; MSN*	
	hsa-miR-26a-5p	32	*SSH2; EZR; NRAS; CRK; ITGA8; PAK1; ITGB3; ITGA6*	
	hsa-miR-30a-5p	29	*ARPC5; WASL; NRAS; SSH1; GNA13; EGFR; FN1; RAC1; PIK3CA; PPP1CB*	
	hsa-miR-10b-5p	6	*CRK; ARPC5; ACTG1; TIAMI; PIK3CD; DIAPH2*	
	hsa-miR-126-3p	8	*PIK3CA; PIK3CD; ITGA6; MAPK1; KRAS; CRK; PIK3R2*	
	hsa-miR-451a	3	*BRAF; WASL; PIK3CA*	
	hsa-miR-206	2	*EGFR; FN1*	
	hsa-miR-499a-5p	2	*CFL2; FGF2*	
**Lysine degradation (hsa00310)**				
	hsa-let-7i-5p	12	*WHC1L1; SETD1B; PLOD2; ASHIL; SETD1A; KMT2B*	7.854 × 10^−7^
	hsa-let-7g-5p	11	*PLOD2; SETD1B; ASH1L; DOT1L; KMT2D; KMT2E*	
	hsa-miR-125b-5p	7	*KMT2D; WHSC1; KMT2C; KMT2B; SUV39H1; SUV420H2*	
	hsa-let-7f-5p	12	*ALDH7A1; SETD1B; KMT2D; DOT1L; SETD1A; KMT2B; KMT2E*	
	hsa-miR-7-5p	15	*ALDH3A2; SETD1B; PLOD2; PLOD1; SETD2; NSD1; OGDH;*	
	hsa-miR-378a-3p	4	*SETD7; ASH1L; KMT2D; SUV420H1*	
	hsa-miR-30a-5p	12	*SETD7; PLOD2; OGDH; NSD1; SETD2; ALDH2*	
	hsa-miR-185-5p	3	*ASHIL; KMT2D; WHSC1*	
	hsa-miR-10b-5p	4	*SETD7; SUV420H1; WHSC1L1; ALDH3A2*	
	hsa-miR-26a-5p	9	*SETD2; NSD1; ACAT2; SETD8; SETDB1; KMT2D; KMT2C; KMT2A; ALDH9A1*	
	hsa-miR-146a-5p	2	*NSD1; KMT2C*	
**Ubiquitin mediated proteolysis (hsa04120)**				
	hsa-let-7i-5p	29	*BCBL; MAP3KI; UBE3B; BTRC; HUWEI; SKP2; NEDD4L; MID1U; BOX5*	9.766 × 10^−5^
	hsa-let-7g-5p	30	*UBE3B; CBL; CUL2; NEDD4L; MAP3K1; MID1; BIRC3; UBOX5; SKP2*	
	hsa-miR-30a-5p	42	*UBE3B; CUL2; NEDD4L; MAP3K1; MID1; BIRC3; UBOX5; SKP2; UBA6; SEA1*	
	hsa-let-7f-5p	29	*UBE2Z; CBL; UBE2R2; UBR5; STUB1; XIAP; FBXW7; BIRC6*	
	hsa-miR-7-5p	23	*UBE2Z; CBL; UBE2R2; UBR5; STUB1; XIAP; FBXW7; BIRC6*	
	hsa-miR-26a-5p	23	*WWP2; SMURF2; HUWE1; SKP1; BRCA1; CDC23; MDM2;*	
	hsa-miR-378a-3p	9	*UBE2Z; CBL; BTRC; FBXW7; HUWE1; PML; RBX1; MDM2*	
	hsa-miR-206	1	*BRCA1*	
	hsa-miR-146a-5p	6	*ITCH; MID1; BRCA1; TRAF6; CDC23; MDM2*	
	hsa-miR-10b-5p	11	*UBE2Z; UBE3B; CUL1; BRCA1; NEDD4; CDC27; MDM2*	
	hsa-miR-185-5p	12	*UBE2Z; UBR5; HUWE1; BIRC6; MDM2; TRIP12; UBE4A*	
	hsa-miR-125b-5p	10	*HUWE1; CUL1; UBA6; BIRC6; SAE1; CDC27; XIAP*	
	hsa-miR-499a-5p	4	*SKP2; CDC27; MDM2; KLHL9*	
	hsa-miR-126-3p	2	*UBE2K; FBXW11*	
	hsa-miR-378b	1	*RBX1*	

**Table 3:** The pathways and genes regulated by identified miRNAs (*N*-number of genes regulated in each pathway).

Pathway	miRNA Involved in Pathway Regulation	*n*	Target Genes	*p*-Value
Hippo signaling pathway (hsa04390)	hsa-miR-499a-5p; hsa-miR-30a-5p, hsa-miR-7-5p; hsa-let-7i-5p; hsa-let-7g-5p; hsa-miR-125b-5p; hsa-let-7f-5p; hsa-miR-26a-5p; hsa-miR-185-5p; hsa-miR-146a-5p;hsa-miR-10b-5p; hsa-miR-378a-3p; hsa-miR-451a; hsa-miR-126-3p; hsa-miR-206; hsa-miR-378b	87	*PPP1CA*; *ACTB*; *TGFBR1*; *BMP5*; *BMPR1B*; *WNT5A*; *YWHAE*; *WNT10B*; *WNT3A*; *WNT8B*; *BMP2*; *YWHAB*; *YWHAQ*; *MOB1B*; *SMAD4*; *BMP4*; *SOX2*; *BMPR2*	6.038 × 10^−9^
FoxO signaling pathway (hsa04068)	hsa-let-7i-5p; hsa-let-7g-5p; hsa-let-7f-5p; hsa-miR-206; hsa-miR-378a-3p; hsa-miR-30a-5p; hsa-miR-7-5p; hsa-miR-185-5p; hsa-miR-26a-5p; hsa-miR-126-3p; hsa-miR-499a-5p; hsa-miR-146a-5p; hsa-miR-451a; hsa-miR-125b-5p; hsa-miR-10b-5p	88	*BRAF*; *NRAS*; *KRAS*; *TGFBR1*; *TGFBR2*; *PIK3R2*; *FBX032*; *IGFR*; *SIRT1*; *IRS2*; *FOXO6*; *FOXO3*; *USP7*	2.159 × 10^−8^
TGF-β signaling pathway (hsa04350)	hsa-miR-10b-5p; hsa-let-7i-5p; hsa-let-7g-5p; hsa-miR-30a-5p; hsa-let-7f-5p; hsa-miR-26a-5p;hsa-miR-378a-3p; hsa-miR-499a-5p; hsa-miR-451a; hsa-miR-7-5p; hsa-miR-126-3p, hsa-miR-146a-5p; hsa-miR-125b-5p; hsa-miR-185-5p; hsa-miR-378b; hsa-miR-206	50	*FST*; *TGFBR1*; *ID2*; *ID4*; *ROCK1*; *SMAD2*; *SMAD3*; *SMAD4*; *SMAD7*; *SP1*; *BMP4*; *BMP2*; *BMP5*; *BMPR1B*; *BMPR2*; *MAPK1*	1.357 × 10^−6^
PI3K-Akt signaling pathway (hsa04151)	hsa-miR-30a-5p; hsa-miR-7-5p; hsa-let-7i-5p; hsa-miR-10b-5p; hsa-let-7g-5p; hsa-let-7f-5p; hsa-miR-125b-5p;hsa-miR-185-5p; hsa-miR-206; hsa-miR-378a-3p; hsa-miR-26a-5p; hsa-miR-499a-5p; hsa-miR-146a-5p; hsa-miR-126-3p;hsa-miR-451a;hsa-miR-378b	167	*TLR2*; *PRLR*; *MET*; *ITGB1*; *ATF2*; *CDK2*; *GNG5*; *GNG11*; *GNG12*; *CDK2*; *STK11*; *CK6*; *IGF1R*; *EGFR*; *TP53*; *PIK3CD*; *PIK3R3*; *FGF9*; *ITGA5*; *FGF1*	0.016
Signaling pathways regulating pluripotency of stem cells (hsa04550)	hsa-miR-125b-5p; hsa-miR-30a-5p; hsa-miR-378a-3p; hsa-miR-10b-5p; hsa-let-7i-5p; hsa-let-7g-5p; hsa-let-7f-5p; hsa-miR-7-5p; hsa-miR-26a-5p; hsa-miR-146a-5p; hsa-miR-185-5p; hsa-miR-126-3p; hsa-miR-499a-5p; hsa-miR-451a	86	*SOX2*; *KLF4*; *PAX6*; *PIK3R2*; *FZD3*; *MAPK13*; *KRAS*; *SMAD6*; *NRAS*; *IGF1R*; *TBX3*; *LIF*; *MYC*; *BPO2*; *FGF2*; *LIFR*; *CTNNB1*; *PIK3CA*; *SMP4*; *BMPR2*; *JAKI*	1.27 × 10^−6^

**Table 4:** The miRNA-mRNA interactions identified between differentially expressed miRNAs and genes based on the DIANA-miRextra v2.0 tool (DIANA-Lab, Athens, Greece).

Hampshire		Pietrain	
miRNA	*DEGs*	miRNA	*DEGs*
hsa-miR-155-5p	*RNF19A*; *FEM1B*; *ATL2*; *CYP51A1*; *XPO1*	hsa-miR-199b-5p	*CYP51A1*
hsa-miR-30c-5p	*SETD2*; *ATL2*; *PIGX*; *RBB6P*; *CYP51A1*; *XPO1*	hsa-miR-126-5p	*RNF19A1*
hsa-miR-133a-3p	*XPO1*; *RNF19A*; *PNPLA2*		

**Table 5:** The validation results obtained between the correlation of RNA-seq and qPCR data for differentially expressed genes.

Gene	Accession Number	Hampshire	Pietrain			*R*
		FC RNA-seq	FC RQ	FC RNA-seq	FC RQ	
*MGP*	ENSSSCG00000000606	2.45	2.07	1.63	1.80	0.928 ***
*BBS2*	ENSSSCG00000025417	−2.25	−1.76	−1.53	−1.03	0.646 ***
*PCOLCE*	ENSSSCG00000027466	3.35	2.79	1.57	1.10	0.886 ***
*COL6A1*	ENSSSCG00000022506	2.20	1.40	1.97	1.70	0.643 **
*TBX2*	ENSSSCG00000027060	2.05	1.91	2.21	1.09	0.360 ^ns^
*XPO1*	ENSSSCG00000028228	−1.71	−0.62	−1.50	−1.80	0.280 ^ns^

*R*—correlation coefficient; FC—fold change values between groups with high and low meat content in carcasses in each breed; RQ—relative quantity, Pearson correlation coefficient with *p*-value (***—*p* < 0.000; **—*p* < 0.01; ns—not significant).

**Table 6:** The correlation coefficient of RNA-seq and qPCR data obtained for miRNAs.

miRNA	*R*
let-7g-5p	0.738 **
miR-126-3p	0.794 **
miR-181b-5p	0.658 *
miR-30a-5p	0.888 ***
miR-378a-3p	0.635 *
miR-451a	0.756 **
miR-499a-5p	0.878 ***
miR-7-5p	0.402 ^ns^
miR-125b-5p	0.232 ^ns^

*R*—correlation coefficient; Pearson correlation coefficient with *p*-value (***—*p* < 0.0001; **—*p* < 0.01; *—*p* < 0.05; ns—not significant).

**Table 7:** The differences in muscle weight observed between the analysed groups for both breeds.

	Hampshire						Pietrain					
	Low (*n* = 3)			High (*n* = 3)			Low (*n* = 3)			High (*n* = 3)		
Weight of loin (kg)	54.0	±2.80	**b**	63.4	±2.05	**a**	57.9	±1.27	**B**	64.3	±0.41	**A**
Lean meat percentage	63.3	±1.73		66.1	±0.35		68.1	±2.45		69.8	±2.5	
Weight of ham (kg)	8.69	±0.31	**b**	10.37	±0.25	**a**	9.51	±0.54		9.83	±0.49	

Data are presented as means ± standard error; means with different letters differ significantly **a**,**b**—*p*-value ≤ 0.05; **A**,**B**—*p*-value ≤ 0.01).

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/4/1208/s1.

# Supplementary material for: Examining the Genetic Background of Porcine Muscle Growth and Development Based on Transcriptome and miRNAome Data
**Source:** Int J Mol Sci. 2018 Apr 16;19(4):1208. doi: 10.3390/ijms19041208
**Supplement:** Supplementary file 1

Supplementary Figures captions:

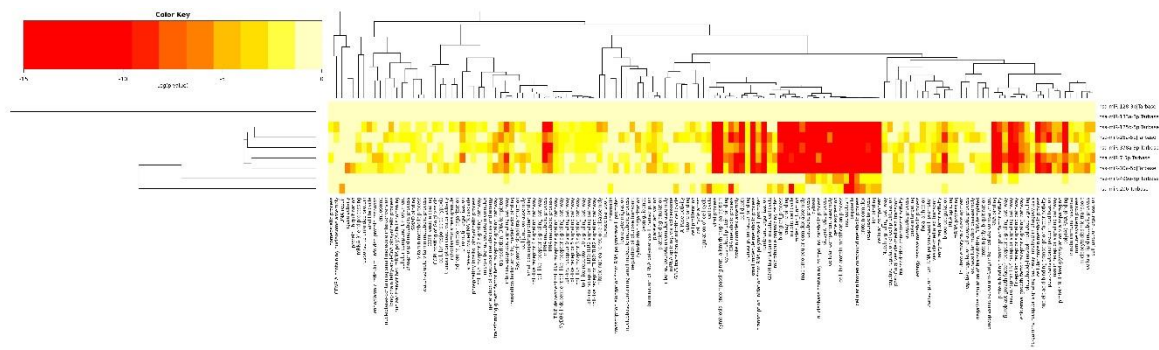

Figure S1. The identified Gene Ontology biological processes related to miRNAs up-regulated in pigs with higher muscle mass in the Hampshire breed (DIANA-miRPath v3. 0).

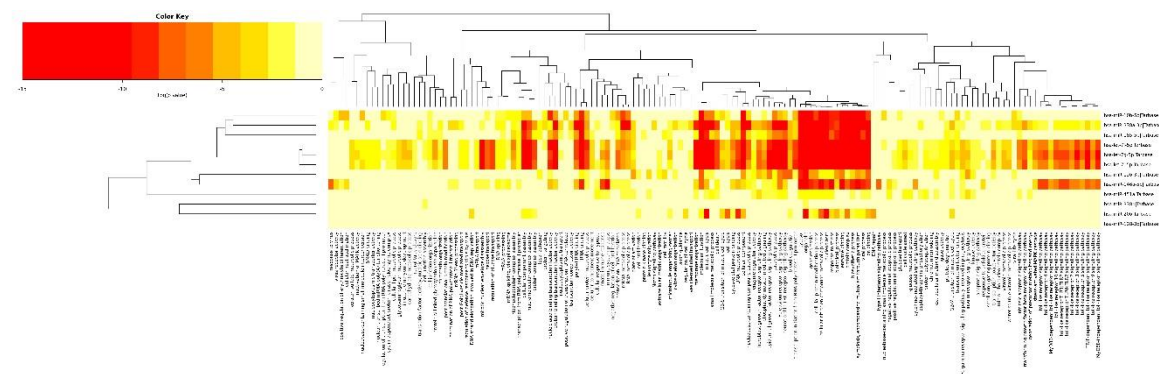

Figure S2. The identified Gene Ontology biological processes related to miRNAs up-regulated in pigs with higher muscle mass in the Hampshire breed (DIANA-miRPath v3. 0).

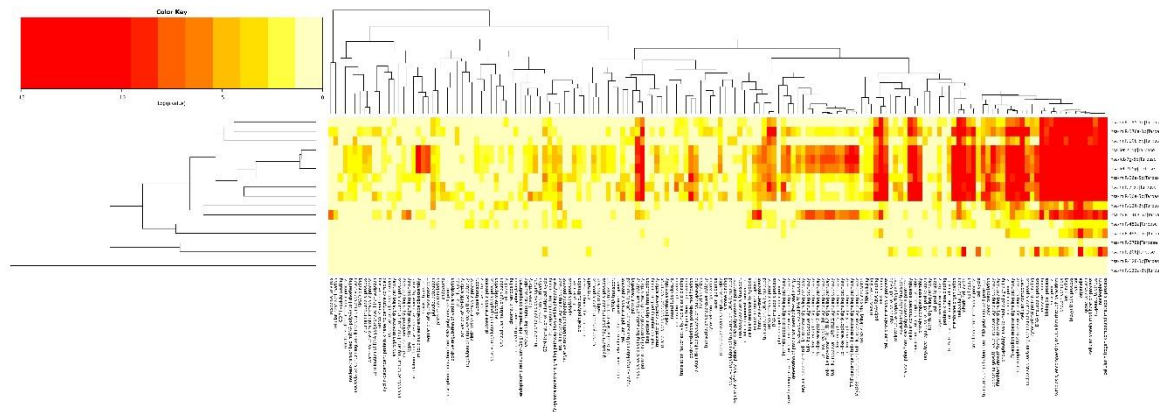

Figure S3. The identified Gene Ontology biological processes related to miRNAs up-regulated in pigs with higher muscle mass in Piertrain breed (DIANA-miRPath v3. 0).

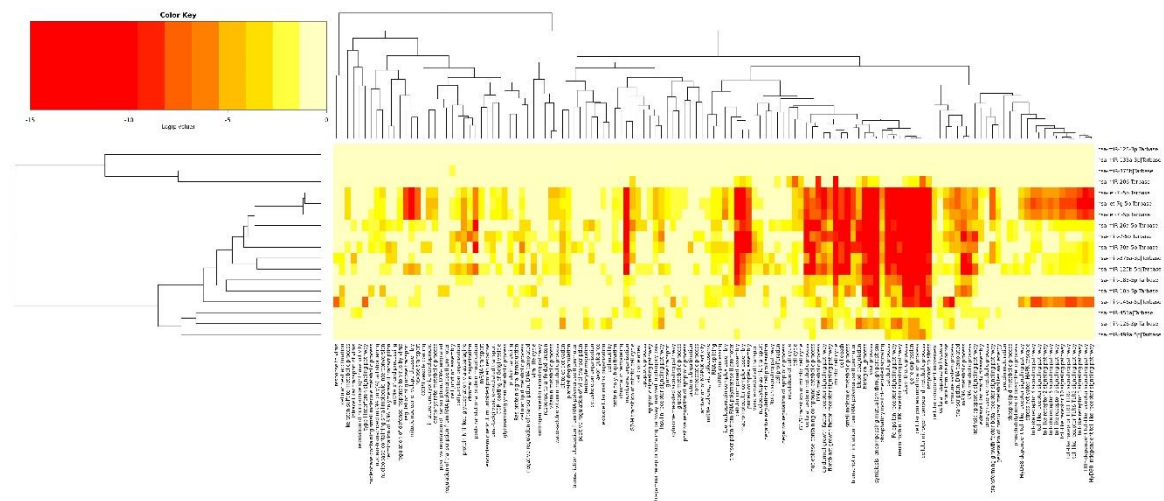

Figure S4. The identified Gene Ontology biological processes related to miRNAs down-regulated in pigs with higher muscle mass in Piertrain breed (DIANA-miRPath v3. 0).

Table S2. The details of differentially expressed genes and miRNAs selected to validation of NGS results.

| Genes         |                                                            |                     |                                                                 |                           |
|---------------|------------------------------------------------------------|---------------------|-----------------------------------------------------------------|---------------------------|
| Gene symbol   | Gene name                                                  | Accession number    | Primers                                                         | Amplification length (bp) |
| <i>MGP</i>    | Matrix Gla Protein; Cell Growth-Inhibiting Gene 36 Protein | ENSSSCG00000000606  | F<br>AGACCCTGAGAGCAACCTC<br>A<br>R<br>GGAGGCTTGTTGAGTTCTC<br>G  | 224                       |
| <i>BBS2</i>   | Biedl-Bardet- Syndrome 2                                   | ENSSSCG000000025417 | F<br>TGTGGCTCAACCAGAACTT<br>T<br>R<br>GGAAATCCGCTTCTACCTG<br>A  | 225                       |
| <i>PCOLCE</i> | Procollagen C-Endopeptidase Enhancer                       | ENSSSCG000000027466 | F<br>CCTCTCCACCCACTGACAC<br>T<br>R<br>TGGATAAGAAAGGGGTGC<br>CTA | 261                       |
| <i>COL6A1</i> | Collagen Type VI Alpha 1 Chain                             | ENSSSCG000000022506 | F<br>GCAACCTGGTGTGGAACG<br>R<br>CTTTGATGCCAGGTGCTT              | 312                       |
| <i>TBX2</i>   | T-Box 2                                                    | ENSSSCG000000027060 | F<br>AGATCGACAACAACCCGTT<br>T<br>R<br>CAGGGGACTAGGCGCTGT        | 209                       |

|             |            |                        |                                                                       |     |
|-------------|------------|------------------------|-----------------------------------------------------------------------|-----|
| <i>XPO1</i> | Exportin 1 | ENSSSCG000000<br>28228 | F<br>TCACAATCAAGTGAATGGT<br>ACAGA<br>R<br>TTCCAGTGAGCTCTTAAAA<br>ATCG | 241 |
|-------------|------------|------------------------|-----------------------------------------------------------------------|-----|

| miRNAs          |                         |                      |                 |
|-----------------|-------------------------|----------------------|-----------------|
| miRBase ID      | miRBase ID (Sus Scrofa) | miRBase Accession #  | TaqMan Assay ID |
| hsa-miR-126-3p  | ssc-miR-126-3p          | MIMAT0018378 (pig)   | 477887_mir      |
| hsa-miR-378a-3p | ssc-miR-378             | MIMAT0013868 (pig)   | 478349_mir      |
| hsa-let-7g-5p   | ssc-let-7g              | MIMAT0013867 (pig)   | 478580_mir      |
| hsa-miR-30a-5p  | ssc-miR-30a-5p          | MIMAT0010193 (pig)   | 479448_mir      |
| hsa-miR-451a    | ssc-miR-451             | MIMAT0018382 (pig)   | 478107_mir      |
| hsa-miR-125b-5p | ssc-miR-125b            | MIMAT0002120 (pig)   | 477885_mir      |
| hsa-miR-7-5p    | ssc-miR-7               | MIMAT0000252 (human) | 478341_mir      |
| hsa-miR-499a-5p | ssc-miR-499-5p          | MIMAT0013877 (pig)   | 478139_mir      |
| hsa-miR-103a-3p | ssc-miR-103             | MIMAT0002154 (pig)   | 478253_mir      |
| hsa-miR-20a-5p  | ssc-miR-20a             | MIMAT0000075 (human) | 478586_mir      |

**Table S1.** The 43 DEGs identified in both breeds between groups differing in meat content.

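For Pietrain, the adjusted p-values listed in this table equal the unadjusted p-values of the authors' deposited table for 43 of the 43 genes. For Hampshire, 8 of the adjusted p-values listed are over 0.05, while all 43 are under 0.05 in the authors' deposited Hampshire table. The Hampshire values listed therefore differ from the deposited ones. In the authors' deposited tables, 412 genes had an adjusted p-value under 0.05 in Hampshire and 2 in Pietrain, and 614 had an unadjusted one under 0.05 in Pietrain. The genes with an adjusted p-value under 0.05 in the authors' deposited Hampshire table and an unadjusted one under 0.05 in the Pietrain table numbered 43, and all 43 are the genes of Table S1. However, 8 of the Hampshire adjusted p-values listed in Table S1 are over 0.05. The Hampshire column of Table S1 therefore does not match the deposited Hampshire table. Of the 412 genes, 277 were DEGs in the edgeR test of Hampshire here, all 277 in the same direction. The deposited Hampshire log2 fold changes were not reproduced by DESeq2 here (Pearson correlation 0.895), which limits what this overlap shows. FAM98A (ENSSSCG00000008508) had a log2 fold change of -0.83 in Hampshire (standard error 0.223, adjusted p = 0.0262) and -0.34 in Pietrain (standard error 0.171, adjusted p = 0.939). The adjusted p-value of FAM98A in Hampshire was above 0.05 in 4 of the 6 fits that each left out a pig, up to 0.0685.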

| Gene Accession number | Gene symbol   | Hp FC | adj pval | Pi FC | adj pval |
|-----------------------|---------------|-------|----------|-------|----------|
| ENSSSCG00000017674    | <i>MED13</i>  | -2.39 | 5.94E-11 | -1.39 | 0.002140 |
| ENSSSCG00000015311    | <i>CYP51</i>  | -2.27 | 5.24E-08 | -1.41 | 0.007487 |
| ENSSSCG00000006066    | <i>RNF19A</i> | -2.10 | 1.84E-10 | -1.31 | 0.006446 |

|                    |                       |       |          |       |          |
|--------------------|-----------------------|-------|----------|-------|----------|
| ENSSSCG00000007830 | <i>RBBP6</i>          | -2.06 | 6.78E-12 | -1.25 | 0.033282 |
| ENSSSCG00000028035 | <i>ZC3H11A</i>        | -2.04 | 5.09E-12 | -1.24 | 0.038055 |
| ENSSSCG00000009061 | <i>NAA15</i>          | -2.03 | 3.68E-12 | -1.23 | 0.025751 |
| ENSSSCG00000028228 | <i>protein_coding</i> | -1.93 | 4.62E-06 | -1.30 | 0.014457 |
| ENSSSCG00000011332 | <i>SETD2</i>          | -1.87 | 3.00E-09 | -1.27 | 0.016705 |
| ENSSSCG00000003670 | <i>RLF</i>            | -1.80 | 3.23E-06 | -1.25 | 0.045695 |
| ENSSSCG00000022419 | <i>FEM1B</i>          | -1.74 | 2.50E-05 | -1.25 | 0.031716 |
| ENSSSCG00000008487 | <i>ATL2</i>           | -1.72 | 7.57E-06 | -1.34 | 0.013031 |
| ENSSSCG00000004103 | <i>PCMT1</i>          | -1.46 | 0.002628 | -1.26 | 0.039723 |
| ENSSSCG00000026934 | <i>PIGX</i>           | -1.27 | 0.24488  | -1.36 | 0.021497 |
| ENSSSCG00000026182 | <i>protein_coding</i> | 1.14  | 0.646066 | 1.54  | 0.003136 |
| ENSSSCG00000014565 | <i>protein_coding</i> | 1.16  | 0.582601 | 1.34  | 0.048292 |
| ENSSSCG00000029147 | <i>protein_coding</i> | 1.29  | 0.356686 | 1.41  | 9.87E-07 |
| ENSSSCG00000017428 | <i>JUP</i>            | 1.31  | 0.134578 | 1.39  | 0.025119 |
| ENSSSCG00000027946 | <i>MVP</i>            | 1.32  | 0.033742 | 1.53  | 0.002281 |
| ENSSSCG00000025417 | <i>BBS2</i>           | 1.37  | 0.127142 | 1.35  | 0.022786 |
| ENSSSCG00000008349 | <i>CNRIP1</i>         | 1.42  | 0.020235 | 1.42  | 0.001871 |
| ENSSSCG00000022506 | <i>COL6A1</i>         | 1.46  | 0.17294  | 1.37  | 0.032944 |
| ENSSSCG00000003201 | <i>ATF5</i>           | 1.51  | 0.041036 | 1.54  | 0.003205 |
| ENSSSCG00000011129 | <i>ITIH5</i>          | 1.67  | 0.000236 | 1.38  | 0.011175 |
| ENSSSCG00000028022 | <i>COL6A2</i>         | 1.71  | 0.05198  | 1.36  | 0.029189 |
| ENSSSCG00000026631 | <i>SLC25A6</i>        | 1.73  | 2.74E-06 | 1.35  | 0.028352 |
| ENSSSCG00000027060 | <i>TBX2</i>           | 1.73  | 0.004374 | 1.39  | 0.026113 |
| ENSSSCG00000026084 | <i>MFSD7</i>          | 1.74  | 0.000551 | 1.41  | 0.019689 |
| ENSSSCG00000012953 | <i>YIF1A</i>          | 1.77  | 6.74E-08 | 1.33  | 0.038407 |
| ENSSSCG00000000033 | <i>BZRP</i>           | 1.82  | 0.03506  | 1.45  | 0.008436 |
| ENSSSCG00000013901 | <i>IFI30</i>          | 1.82  | 0.025505 | 1.37  | 0.035551 |
| ENSSSCG00000022246 | <i>ICOSLG</i>         | 1.83  | 0.001045 | 1.39  | 0.017888 |
| ENSSSCG00000013622 | <i>TMEM205</i>        | 1.83  | 2.45E-05 | 1.38  | 0.022633 |
| ENSSSCG00000009668 | <i>CLU</i>            | 1.92  | 0.000132 | 1.45  | 0.008532 |
| ENSSSCG00000008508 | <i>FAM98A</i>         | 1.95  | 2.27E-07 | 1.22  | 0.042541 |
| ENSSSCG00000000675 | <i>C1R</i>            | 1.99  | 3.56E-06 | 1.39  | 0.004673 |
| ENSSSCG00000022236 | <i>protein_coding</i> | 2.01  | 0.008151 | 1.53  | 0.003243 |
| ENSSSCG00000000606 | <i>MGP</i>            | 2.04  | 0.008139 | 1.30  | 0.029075 |
| ENSSSCG00000013074 | <i>RAB3IL1</i>        | 2.16  | 5.39E-05 | 1.59  | 0.001274 |
| ENSSSCG00000027466 | <i>PCOLCE</i>         | 2.23  | 0.001512 | 1.27  | 0.033010 |
| ENSSSCG00000013181 | <i>SERPING1</i>       | 2.38  | 6.82E-07 | 1.27  | 0.029674 |
| ENSSSCG00000012841 | <i>ATGL</i>           | 2.39  | 6.54E-08 | 1.40  | 0.013320 |
| ENSSSCG00000006276 | <i>CEBPD</i>          | 2.57  | 3.62E-10 | 1.38  | 0.023386 |
| ENSSSCG00000014834 | <i>UCP3</i>           | 2.73  | 3.76E-09 | 1.68  | 0.000316 |

Hp – Hampshire; Pi – Pietrain; FC – fold change obtained for DEGs between different phenotypic groups in each breed

How the deposited data were processed for this re-analysis (not part of the article)

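RNA from longissimus lumborum muscle of 13 pigs was sequenced by the authors, with 3 high and 3 low loin weight pigs of the Hampshire breed and 4 high and 3 low of the Pietrain breed. The authors deposited raw counts of reads per Ensembl gene for each pig, after aligning the reads to Sscrofa10.2. The aligner, the counting program and the annotation release are not named in the paper's text, which refers to an earlier article. The authors also deposited a DESeq2 table for each breed with log2 fold changes, their score (Wald statistic), unadjusted p-values and adjusted p-values. These tables list only genes with an adjusted p-value, 5962 in Hampshire and 9840 in Pietrain. Their log2 fold changes were compared with DESeq2 fits of the counts for high against low loin weight. The deposited Hampshire values had a Pearson correlation of 0.895 with them across genes and the Pietrain values -0.996, so the authors' deposited Pietrain table gives low against high loin weight.

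From the counts, differential expression was computed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr by group, glmQLFit and glmQLFTest), within each breed. DEGs had a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 1.2. The difference in effect between the breeds was tested in 1 fit over all 13 pigs. Standard errors were computed from the log2 fold change and the F statistic of the edgeR test. Exact permutation tests used log2 CPM with a pseudocount of 0.5. Gene lists were tested with camera (limma 3.58.1, correlation 0.01, prior count 2), with fry and an estimated correlation beside it. Every test design, the lists and the alternatives were fixed before the data were examined, except where a setting is said to have been chosen after seeing the data. Of the 213 symbols in the lists, 173 matched a gene of the count tables. Of 25322 gene identifiers, 13172 had a symbol, 11804 of them from a RefSeq table of the Sscrofa11.1 assembly, which was used for names only. Coordinates are those of the authors' tables, on Sscrofa10.2. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

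The genes named were every gene the paper names from RNA-seq (the 43 genes of Table S1, the 6 genes of Table 5, the DEGs of Table 4 and the real-time PCR controls), the target genes named in its text (except SOX2, BMP2 and YWHAE, which matched no gene of the count tables by symbol), and per breed the 5 DEGs with the smallest adjusted p-value in each direction whose groups did not overlap. Total counts per pig ranged from 11312755 to 20134612. The lists covered extracellular matrix, adipocyte, slow fibre, fast fibre, oxidative phosphorylation, macrophage, endothelial, blood, fasting and glucocorticoid, immediate early, cholesterol synthesis and myogenic genes, and the target genes named by the study.

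The alternatives were DESeq2 1.42.0 without and with a prior on fold changes, DESeq2's size factors in edgeR, no filter, a filter of at least 10 counts in every pig, 1 fit over all pigs, no fold change threshold, and leaving out each pig in turn. For single genes the filters and the threshold were not varied. The tests were checked on simulated counts with known changes at a log2 fold change of 1.58 in size. In Hampshire, edgeR called 136 of 197 changed genes with 13 false calls, and in Pietrain 115 of 191 with 7 false calls. DESeq2 called 152 of 200 with 35 false calls in Hampshire and 141 of 200 with 32 false calls in Pietrain. The test of the difference between breeds called 58 of 188 with 13 false calls. Gene Ontology and pathway enrichment, the microRNA libraries and the real-time PCR values were not analysed here. A correction for GC content and exon length was not run, since it needs a genome sequence that was not used here.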

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

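The tests of splits within Hampshire and Pietrain and of differences between marker lists were chosen only after the results they measure had been seen, and so was the limit by which the fits without a pig, themselves fixed before, test dependence on 1 library. The tests of depth, abundant genes, gene span, the medians of marker lists and splits for the difference between the breeds were chosen after the Hampshire DEGs had been counted, but before the results they measure had been seen.

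In Pietrain pigs with high loin weight, pig 7 had a total of 20134612 counts, against 12833982 to 13709481 in the other 3. The gap to the nearest pig was 0.880 of the whole range, above the limit of Dixon's test for 4 pigs. For ENSSSCG00000022236 the gap of pig 1, at 5.24 CPM against 12.0 to 14.1 CPM in the others, was 0.834 of the range on the log2 scale. Of 58 values tested this way 2 passed the limit, where chance gives 2.9. No explanation was tested for either value.

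The effect of loin weight differed between the breeds for 757 of 12831 genes (edgeR, adjusted p-value under 0.05), 215 with a higher and 542 with a lower log2 fold change in Hampshire. In 100 draws of splits of the pigs within each breed, the real split included, 5 gave as many genes. The 7 draws that kept the real Hampshire split or its mirror gave 429 to 1375 genes, and the others gave at most 1. In these draws the count was above 1 only with the Hampshire groups kept, and it also varied with the Pietrain split. What separates the Hampshire groups therefore stays open here as it does for the Hampshire DEGs below.

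Among the genes of Table S1, the difference in log2 fold change between the breeds was 2.28 for ENSSSCG00000029147 (standard error 0.60, adjusted p = 0.0402) and 1.42 for CNRIP1 (standard error 0.36, adjusted p = 0.0325). Both were higher in Hampshire and lower in Pietrain pigs with high loin weight. In Pietrain the groups did not overlap for either gene, and in Hampshire they did. No technical or biological explanation was tested for these genes.

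Under camera, the extracellular matrix list differed between the breeds (adjusted p = 0.00594, 24 of 29 genes with a higher log2 fold change in Hampshire) and so did the oxidative phosphorylation list (adjusted p = 1.2e-08, 32 of 35 genes). Under fry the adjusted p-values were 0.684 and 0.212, and with an estimated correlation both were 0.896, so neither difference held under these tests. Neither list was tested with the trend on gene span removed.

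In Hampshire, 2979 DEGs lay outside the genes with an adjusted p-value under 0.05 in the authors' deposited table. The log2 fold changes of that table were not reproduced from the counts with DESeq2 (Pearson correlation of 0.895 across genes), which limits what this number shows. Several technical explanations of the 3256 Hampshire DEGs were tested. After every library was thinned to the smallest total there were 3018 DEGs, and without the mitochondrial genes and the 10 most abundant genes there were 3201, so neither depth nor a few abundant genes accounted for the number. Log2 fold changes fell with the span of the gene (Spearman's rho = -0.386 over the 81.3% of tested genes with a span), with medians of 0.42, 0.14, -0.10 and -0.33 over 4 groups of genes from the shortest to the longest. After this trend was removed, 2374 genes were DEGs, 1809 of them DEGs before, so the trend was not the whole cause, while its own source was not tested and RNA integrity, for which the paper set a minimum, was not analysed here. Leaving out 1 pig gave as few as 1224 DEGs, without low loin weight pig 3, which is under the limit set for dependence on 1 library, although every such fit also has fewer pigs. Of the 10 splits of the 6 Hampshire pigs, 1 gave as many DEGs, the real split, and the others gave 0, but 10 splits cannot give a share under 0.05. Whether loin weight or another difference between these groups of 3 pigs gave the DEGs cannot be told apart, since no batch is labelled and the groups are small.

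The medians of the extracellular matrix, adipocyte, macrophage and endothelial lists in Hampshire were 1.11, 0.69, 1.12 and 0.23, all above 0. Medians above 0 are what a lower share of muscle fibres in the high loin weight group would give. This is weak evidence, since the adipocyte and endothelial lists did not pass under camera (adjusted p = 0.319 for each). The lists did not rise alike, however. The endothelial list rose less than the extracellular matrix and macrophage lists (exact rank-sum tests across genes, which are not independent, smallest adjusted p = 0.0124 over 6 comparisons), which argues against a lower share of fibres as the whole cause. This comparison was chosen after the medians had been seen. ACTA1 and CKM, abundant fibre genes, took 6.59% and 2.43% of the counts in Hampshire pigs with low loin weight and 9.58% and 4.28% in those with high loin weight. TPM1, MYLPF and ENO3 also took more with high loin weight. MYL1 changed little, from 1.82% with low to 1.94% with high loin weight, and MYH1 fell from 5.51% to 2.19%. The abundant fibre genes therefore did not all move one way. A partial change in cell composition stays open.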

How the results depend on the processing

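The number of Hampshire DEGs stayed within 1.5 times the 3256 under each alternative fixed before the data were examined that kept all pigs, from 2541 (all pigs in 1 fit) to 3356 (DESeq2). It ranged from 1224 to 3049 across the 6 fits that each left out a pig. The 1224 DEGs came without low loin weight pig 3, and 1202 of them were among the 3256. Of the 1224, 373 were higher and 851 lower in the pigs with high loin weight. With all pigs in 1 fit 958 were higher and 1583 lower, and with DESeq2 1600 were higher and 1756 lower. Without high loin weight pig 10 there were 1760, and without pig 9 there were 2091. These fits have fewer pigs. Among the settings chosen after seeing the data, genes with a known span gave 3146, and removing the span trend gave 2374.

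In Pietrain, 0 DEGs were found under every alternative set before the data were examined except DESeq2 without and with a prior, which gave 1 gene each, ENSSSCG00000025475, named here because it was the only one. It is also a DEG in Hampshire with DESeq2, so the number of DEGs shared by both breeds was 1 under each of these settings and 0 otherwise. Its log2 fold change in Pietrain was -3.50 without and -1.21 with the prior. The fits that left out 1 pig gave from 0 to 0 DEGs in Pietrain and from 0 to 0 shared DEGs. At an unadjusted p-value, chosen after seeing the data, 398 genes passed in Pietrain, and 99 genes passed an adjusted p-value in Hampshire and an unadjusted one in Pietrain. The cause was not tested.

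The number of genes whose effect differed between the breeds was 1241 with DESeq2, 753 of them among the 757, and 379 to 1052 across the 13 fits that left out a pig. In these 13 fits, 38 to 326 genes had a higher log2 fold change in Hampshire and 341 to 797 a lower one. The 38 came without Hampshire low loin weight pig 3, where 341 were lower. Of the 6 genes of Table 5, 4 passed in Hampshire with edgeR, and 1 to 4 passed across the fits that left out a pig, with 1 without low loin weight pig 1 and 1 without pig 3. Of the 43 genes of Table S1, 31 passed, and 15 to 38 passed across those fits, the 15 without low loin weight pig 3. The correlation of log2 fold changes between the breeds ranged from -0.0533 to 0.142 when a pig was left out, and it was below 0 only without Pietrain high loin weight pig 7. With all pigs and a filter of at least 10 counts in every pig, this correlation was 0.166. The log2 fold change of PIGX in Hampshire, -0.21 with all pigs, ranged from -0.56 to 0.0236 when a pig was left out, and it was above 0 only without low loin weight pig 1. The cause of these changes was not tested.

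With camera 8 list tests passed, and with fry 0 and with an estimated correlation 0. Leaving out a pig gave 6 to 10. The cause of this difference was not tested. For the 43 genes of Table S1 in Hampshire, 57 values lost and 8 gained significance when a pig was left out, and 3 lost and 9 gained it with DESeq2 without and with a prior, with DESeq2's size factors in edgeR and with all pigs in 1 fit. None of these 43 genes gained or lost significance in Pietrain under the same settings. The filters on low counts were not run for single genes. The correction for GC content and exon length was not run. No paired analysis was possible because the groups compared share no replicate numbers.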

Differences from the paper's values

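The number of DEGs was 0 in Pietrain against the paper's 627, and 3256 in Hampshire against the paper's 416. None of the alternatives set before the data were examined closed either gap, with 0 to 1 DEGs in Pietrain and 1224 to 3356 in Hampshire. At an unadjusted p-value, a setting chosen after seeing the values, 398 genes passed in Pietrain. For the DEGs identified in both breeds, 0 were found against the paper's 43, and no alternative set before the data were examined gave more than 1. With an adjusted p-value in Hampshire and an unadjusted one in Pietrain, chosen after seeing the values, there were 99. In the authors' deposited Pietrain table (DESeq2), 2 genes had an adjusted p-value under 0.05 and 614 an unadjusted one. The genes with an adjusted p-value under 0.05 in their Hampshire table and an unadjusted one in Pietrain were the 43 of Table S1. The paper's 43 shared genes therefore rest on unadjusted p-values in Pietrain, and its 627 is closer to the 614 than to the 2.

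For single genes, the alternatives in this part are DESeq2 without and with a prior, DESeq2's size factors in edgeR, all pigs in 1 fit and leaving out each pig, and the filters on low counts were not run. For BBS2, Table 5 of the paper gives an RNA-seq fold change of -2.25 in Hampshire, against 1.66 here, and no alternative closed the gap. Table S1 of the paper gives a positive fold change for BBS2 in Hampshire. The authors' deposited Hampshire table has a log2 fold change of 0.83 for it, also above 0 as here. For BBS2 in Pietrain, Table S1 of the paper gives 1.35, against -1.51 here, and no alternative closed the gap. Table 5 of the paper gives -1.53 for BBS2 in Pietrain.

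For PCOLCE, Table 5 of the paper gives a fold change of 1.57 in Pietrain, against 1.32 here. The error in this part is the SD within groups on the log2 scale, 0.238 for PCOLCE in Pietrain. The values 1.57 and 1.32 were within it only without high loin weight pig 1, low loin weight pig 3 or high loin weight pig 7. The Table S1 value for PCOLCE in Pietrain is slightly below the 1.32 here. Table S1 of the paper gives 2.23 for PCOLCE in Hampshire, against 3.41 here. The gap closed with DESeq2 and its prior on fold changes, and without low loin weight pigs 1 or 3 or high loin weight pigs 9 or 10. Table 5 of the paper gives 3.35 for this gene in Hampshire.

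For TBX2 in Pietrain, Table 5 of the paper gives 2.21 and Table S1 gives 1.39, against 1.84 here. On the log2 scale both lie further from 1.84 than the SD within groups (0.243) but within the standard error (0.405). By the standard error there was therefore no gap. By the SD, the gap to 2.21 closed without high loin weight pigs 1, 2 or 6 or low loin weight pig 8. The gap to 1.39 closed with DESeq2 and its prior, and without high loin weight pig 7.

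Table S1 of the paper gives positive fold changes in Pietrain of 1.41 for ENSSSCG00000029147, 1.42 for CNRIP1 and 1.54 for ATF5, against -2.72, -1.55 and -2.06 here. It gives 1.95 in Hampshire and 1.22 in Pietrain for FAM98A, against -1.78 and -1.26 here. No alternative closed these gaps. In the authors' deposited Hampshire table the log2 fold change of FAM98A is -0.84, below 0 as here. Their deposited Pietrain table, which gives low against high loin weight, has 0.98 for ENSSSCG00000029147, 0.51 for CNRIP1, 0.62 for ATF5, 0.29 for FAM98A and 0.43 for BBS2, so for high against low loin weight these 5 genes have the same direction there as here.

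In Pietrain, Table S1 of the paper gives 1.54 for ENSSSCG00000026182, 1.45 for TSPO, 1.39 for ICOSLG and 1.59 for RAB3IL1, against 2.08, 1.80, 1.65 and 2.11 here. For TSPO and ICOSLG these are gaps by the SD within groups on the log2 scale (0.240 and 0.185). By the standard errors (0.331 and 0.305) they are not. In Hampshire it gives 1.73 for SLC25A6, 1.74 for MFSD7, 1.77 for YIF1A and 1.83 for TMEM205, against 2.03, 2.10, 2.06 and 2.19 here. With DESeq2 and its prior on fold changes, each of these gaps closed except that of YIF1A, which no alternative closed. Some of them also closed when a pig was left out, namely ENSSSCG00000026182 (without low pig 3 or high pigs 6 or 7), TSPO (without low pig 8), ICOSLG (without high pig 1 or low pig 8), SLC25A6 (without low pig 1 or high pigs 8 or 9), MFSD7 (without low pigs 1 or 3 or high pig 9) and TMEM205 (without low pigs 1 or 3 or high pig 10).

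The paper's discussion describes SETD2 as higher in pigs with higher muscle mass, while its Table S1 gives fold changes of -1.87 in Hampshire and -1.27 in Pietrain. The log2 fold change of SETD2 here was -0.74 in Hampshire and -0.39 in Pietrain, so its direction differs from the discussion and not from Table S1. The paper counts 30 genes of Table S1 as up-regulated and 13 as down-regulated, against 25 and 14 with these directions in both breeds here and 4 opposite.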

Other observations

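The tests of the number of DEGs and of genes at an unadjusted p-value over splits of the Pietrain pigs were chosen after these numbers had been seen, and so was the setting with an unadjusted p-value in Pietrain. The lists and their tests were chosen before the data were examined. The tests of fibre type and fasting were chosen before their values were seen, but that these last tests leave the question open was decided after their values were seen.

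Of the 35 splits of the 7 Pietrain pigs into 4 and 3, 7 gave a DEG, and the real split gave 0, so comparing numbers of DEGs between splits says nothing about the real one. At an unadjusted p-value under 0.05 the real split gave 398 genes and 19 splits gave as many, the real one included. The split of pigs 1, 2, 3 and 7 against 5, 6 and 8 gave the most, 2594. These groups are not conditions, and what separates them was not tested. Simulated changes of 1.58 on the log2 scale were called with the same number of pigs (115 of 191). Smaller changes were not simulated, so whether 7 pigs were too few to call them stays open. For the 68 genes changed in the same direction with an adjusted p-value in Hampshire and an unadjusted one in Pietrain, 13 of the 35 Pietrain splits gave as many. For the correlation of log2 fold changes between the breeds, 219 of 350 combinations of splits gave an absolute value as large, counting each Hampshire split and its mirror once and using differences of mean log2 CPM. A shared effect of loin weight beyond other groupings of the same pigs was therefore not detectable in either measure.

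RPL27, a control gene of the real-time PCR, had a log2 fold change of 0.89 in Hampshire (standard error 0.192, adjusted p = 0.0128, edgeR) and -0.02 in Pietrain (adjusted p = 0.988), and the difference between the breeds had an adjusted p-value of 0.0492. OAZ1, the other control, had 0.48 in Hampshire (adjusted p = 0.0927) and -0.04 in Pietrain. RPL27 and OAZ1 are short genes, and short genes rose in Hampshire as a whole.

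Of the target genes that the paper names from its microRNA analysis, SIRT1 had a log2 fold change of -1.22 in Hampshire (adjusted p = 0.0402) and -0.32 in Pietrain (adjusted p = 0.939), and KLF4 had 0.76 (adjusted p = 0.189) and -0.28 (adjusted p = 0.958). SOX2, BMP2 and YWHAE, also among these targets, matched no gene of the count tables by symbol. PAX6 was at most 0.0199 CPM in the mean of a group and was not tested. BMPR2, SMAD4, BMP4 and BMP5 were DEGs in Hampshire, with log2 fold changes of -1.08, -0.60, 1.18 and 1.36, and had -0.31, -0.19, 0.11 and 0.15 in Pietrain, none of them past the threshold. FOXO3 was -1.70 in Hampshire (adjusted p = 0.00237) and 0.89 in Pietrain (adjusted p = 0.939). The list of these target genes did not pass in either breed (adjusted p = 0.902 and 0.624).

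The Hampshire DEGs with the smallest adjusted p-values, none of them in Table S1, were ENSSSCG00000028800 (-4.61, adjusted p = 9.2e-05), ENSSSCG00000029204 (-2.64), APC (-2.77), CACNA2D1 (-2.66) and LIMCH1 (-2.06) among the genes that fell, and DEFB1 (3.25), ENSSSCG00000028162 (1.71), SULT1A3 (1.94) and CFD (1.80) among those that rose, all as log2 fold changes. TNMD, also among the 5 that rose, was at 1.53 ± 0.294 CPM (SD, n = 3) with high and 0.0154 ± 0.0267 CPM (SD, n = 3) with low loin weight, and since the low group was near 0 counts no fold change is given. In Pietrain the log2 fold change of APC was -0.00 and that of LIMCH1 -0.15.

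Slow fibre genes were higher in Hampshire (median log2 fold change 1.90, 6 of 6 genes, camera adjusted p = 8.8e-04), which fry (0.114) and an estimated correlation (0.845) did not keep. The fast fibre list did not pass (median -0.16, adjusted p = 0.750), and 3 of its 7 tested genes were higher. The mean log2 CPM of each list did not overlap between the Hampshire groups, with slow fibre at 9.89 to 10.76 in the high and 8.13 to 9.04 in the low group, and fast fibre at 12.02 to 12.48 in the high and 12.55 to 12.67 in the low group. These opposite directions are what a shift of fibre type would give, but with 3 pigs in each group an exact test cannot give a p-value below 0.1, so the shift stays open. MYH1 took 5.51% of the counts in Hampshire pigs with low and 2.19% in those with high loin weight, with paralogs whose reads the counting could have split. Other abundant fibre genes did not fall with it. MYLPF took 1.49% with low and 2.15% with high loin weight, and MYL1 took 1.82% and 1.94%. The fasting and glucocorticoid list did not pass in Hampshire (median -0.09, adjusted p = 0.685) or in Pietrain (median 0.37, adjusted p = 0.0598), which does not exclude such a response.

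The cholesterol synthesis list was lower in Pietrain (median -0.29, 14 of 16 genes, camera adjusted p = 8.8e-04), with 0.114 under fry and 0.252 with an estimated correlation, and did not pass in Hampshire (median -0.04, adjusted p = 0.685). The other lists did not pass under camera. In Hampshire their adjusted p-values were 0.319 for adipocyte, 0.319 for endothelial, 0.902 for blood, 0.836 for immediate early and 0.685 for myogenic genes. In Pietrain they were 0.624 for adipocyte, 0.319 for slow fibre, 0.706 for fast fibre, 0.319 for endothelial, 0.319 for immediate early and 0.510 for myogenic genes. Mitochondrial genes took 19.9% ± 0.752 (SD, n = 3) of the counts in Hampshire pigs with low loin weight and 14.6% ± 2.47 (SD, n = 3) in those with high loin weight. In Pietrain they took 17.1% ± 0.827 (SD, n = 3) with low and 14.7% ± 2.05 (SD, n = 4) with high loin weight, and the groups overlapped. The mean log2 CPM of the cholesterol synthesis list did not overlap between the Pietrain groups. Nor did that of the myogenic list in either breed, lower with high loin weight in Hampshire and higher in Pietrain, or that of the endothelial list in Hampshire, higher with high loin weight. The median log2 fold change of the myogenic list was nevertheless 0.07 in Hampshire, with 5 of 8 genes higher, so most of its genes did not fall. In Pietrain the median was 0.15, with 6 of 8 genes higher.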
